# ATAC-Seq Identifies Chromatin Landscapes Linked to the Regulation of Oxidative Stress in the Human Fungal Pathogen *Candida albicans*

**DOI:** 10.3390/jof6030182

**Published:** 2020-09-21

**Authors:** Sabrina Jenull, Michael Tscherner, Theresia Mair, Karl Kuchler

**Keywords:** candida, chromatin, oxidative stress, ATAC-seq

## Abstract

Human fungal pathogens often encounter fungicidal stress upon host invasion, but they can swiftly adapt by transcriptional reprogramming that enables pathogen survival. Fungal immune evasion is tightly connected to chromatin regulation. Hence, fungal chromatin modifiers pose alternative treatment options to combat fungal infections. Here, we present an assay for transposase-accessible chromatin using sequencing (ATAC-seq) protocol adapted for the opportunistic pathogen *Candida albicans* to gain further insight into the interplay of chromatin accessibility and gene expression mounted during fungal adaptation to oxidative stress. The ATAC-seq workflow not only facilitates the robust detection of genomic regions with accessible chromatin but also allows for the precise modeling of nucleosome positions in *C. albicans*. Importantly, the data reveal genes with altered chromatin accessibility in upstream regulatory regions, which correlate with transcriptional regulation during oxidative stress. Interestingly, many genes show increased chromatin accessibility without change in gene expression upon stress exposure. Such chromatin signatures could predict yet unknown regulatory factors under highly dynamic transcriptional control. Additionally, de novo motif analysis in genomic regions with increased chromatin accessibility upon H_2_O_2_ treatment shows significant enrichment for Cap1 binding sites, a major factor of oxidative stress responses in *C. albicans*. Taken together, the ATAC-seq workflow enables the identification of chromatin signatures and highlights the dynamics of regulatory mechanisms mediating environmental adaptation of *C. albicans*.

## 1. Introduction

Human fungal pathogens respond to host immune defense through numerous mechanisms, including chromatin-mediated adaptive gene expression [1,2,3]. For example, immune defense or environmental changes can trigger pathogen responses through extracellular sensing, intracellular signal transduction, and transcriptional reprogramming [4,5]. Transcriptional changes require a tight interplay of chromatin states and transcription factors [6,7], as the swift adaptation to environmental changes is often paramount for a successful lifestyle or immune evasion. For instance, pathogens encounter a number of extreme stress conditions during the course of an infection. These include limitations in nutrient availability and the cytotoxic attack by the host immune system [8,9]. The opportunistic fungal pathogen *Candida albicans* is an extraordinary example of how a pathogen can occupy multiple host niches to persist and survive. *C. albicans* lives as a harmless commensal in the majority of humans, colonizing mucosal surfaces and epithelial barriers, especially the intestinal tract. However, severe immunodeficiency or a dysregulation of the host microbiota turns *C. albicans* into an invasive pathogen that can infect virtually any tissue or organ in the human body [10,11]. In the last decade, numerous efforts have been made to better understand fungal pathogenicity mechanisms, including the transcriptional regulation of environmental adaptation and virulence factors, such as the switch between different cellular morphologies [12,13,14]. Given the pivotal interplay of chromatin modifications and transcription control, it is not surprising that several *C. albicans* chromatin-modifying factors play important roles in fungal virulence. For instance, the functions of the histone acetyl transferases (HATs) Gcn5, Hat1, and Rtt109 are crucial for morphogenesis and virulence [15,16,17,18,19]. Likewise, the histone deacetylase (HDAC) complex Set3C controls transcriptional kinetics during the morphological transition from yeast growth to filamentous hyphal growth. Remarkably, genetic ablation of *SET3* abrogates fungal virulence [20]. Hence, attacking chromatin modifiers provides a new option for antifungal drug development. This requires immediate attention in clinical settings, given the rapid emergence of antifungal drug resistance in *Candida* spp. such as *C. glabrata* or *C. auris* [17,21,22,23,24,25]. However, a better understanding of the interplay between chromatin architecture in the pathogen and transcriptional reprogramming during host interaction would further aid the discovery of new antifungals targeting chromatin function.

Several methods including chromatin immunoprecipitation (ChIP) and micrococcal nuclease (MNase) digestion of chromatin coupled with next-generation sequencing (ChIP-seq and MNase-seq, respectively) or DNase-seq have been employed to analyze chromatin accessibility and nucleosome positioning to reveal regulatory mechanisms [26,27,28,29,30]. Recently, the assay for transposase-accessible chromatin using sequencing (ATAC-seq) emerged to probe for native chromatin states, which includes accessibility as well as nucleosome positioning. ATAC-seq employs a hyperactive Tn5 transposase loaded with sequencing adapters, which are inserted into accessible chromatin sites, causing fragmentation and tagging of chromatin DNA referred to as tagmentation. This happens preferably at genomic regions with open, accessible chromatin, since transposition events into condensed chromatin are less likely [30,31]. Due to its technical simplicity and the low sample input requirements, ATAC-seq has been widely applied for chromatin profiling in various cell types [31,32,33,34], tissues [35,36], and even single cells [37,38]. Moreover, it has proved to be a useful tool for identifying sequence motifs decorated by transcriptional regulators and for predicting gene transcription [39,40,41,42].

Here, we aimed to adapt the original ATAC-seq protocol [30] for the human fungal pathogen *C. albicans.* We developed a modified protocol and bioinformatics workflow that enables the sensitive detection of changes in the global chromatin landscapes in response to environmental stress. We have chosen oxidative stress as environmental cue, because it triggers genome-wide changes in gene expression [14,16] and because it closely mimics the oxidative immune defense fungal pathogens face during host invasion [43,44]. Moreover, transcriptomics data for *C. albicans* challenged with hydrogen peroxide (H_2_O_2_) and genome-wide binding data of the oxidative stress transcriptional regulator Cap1 are available [16,45], which we combined with the present ATAC-seq data for *C. albicans*. With this approach, we demonstrate that H_2_O_2_-treatment of fungal cells increases chromatin accessibility in upstream regions of genes associated with the oxidative response, and we show that those genes tend to be transcriptionally upregulated. Moreover, signatures of accessible chromatin regions enable the prediction of putative novel regulators of stress signaling that are not yet linked to transcriptional control. In addition, genomic regions with an elevated ATAC-seq signal are enriched in binding sites for the key regulator Cap1, demonstrating the potential for de novo motif discovery of regulatory factors. In summary, we show the versatility of ATAC-seq chromatin profiling in *C. albicans*, especially when combined with complementary next-generation sequencing data such as RNA-seq. This approach uncovers dynamic and complex regulatory mechanisms during environmental adaptation of pathogens.

## 2. Materials and Methods

### 2.1. Fungal Strains, Media, and Growth Conditions

The *C. albicans* mating type-like loci (MTL) a/α clinical isolate SC5314 [46] was used for all experiments and was routinely grown in YPD (1% yeast extract, 2% peptone, 2% glucose; all BD Biosciences) at 30 °C. 

To induce oxidative stress, *C. albicans* was first grown overnight to an optical density at 600 nm (OD_600_) of approximately 1 in YPD at 30 °C and was then treated with 1.6 mM H_2_O_2_ (Sigma-Aldrich, Burlington, MA, USA) for 15 min while shaking at 30 °C. As control, cells without H_2_O_2_ treatment were cultured in parallel. Cells were harvested and directly subjected to spheroplasting and tagmentation (see below).

### 2.2. Nuclei and Genomic DNA (gDNA) Isolation, Tagmentation, ATAC-Seq Libraries, and Sequencing

Nuclei preparation for tagmentation from *C. albicans* grown in YPD +/− H_2_O_2_ was based on a previously published protocol used for *Saccharomyces cerevisiae* [31]. Briefly, 3 × 10^7^ *C. albicans* cells were washed 1× in sorbitol buffer (1.4 M sorbitol, 40 mM HEPES-KOH pH 7.5, 0.5 mM MgCl_2_, 10 mM DTT; all Sigma-Aldrich). After cell harvesting, the pellet was then resuspended in 330 µL sorbitol buffer and 192 µL of this suspension was mixed with 8 µL of 50 mg/mL 100T Zymolase (2 mg/mL final concentration; Sigma-Aldrich) and incubated for 5 min at 30 °C. Spheroplasting efficiency was monitored by diluting a 10 µL aliquot of the spheroplasting reaction into 1 mL distilled water and OD_600_ measurement. After 5 min of spheroplasting, the OD_600_ dropped by >90% with respect to the initial OD_600_. To sustain oxidative stress for H_2_O_2_-treated cells, 1.6 mM H_2_O_2_ was added to the spheroplasting reaction. Hence, the total time of H_2_O_2_ exposure was 20 min. Spheroplasts were then harvested for 5 min at 2000× *g* at 4 °C and washed 1× in ice-cold sorbitol buffer without DTT. The pellet was resuspended in 500 µL ice-cold sorbitol buffer without DTT and spheroplasts were counted on a CASY^®^ cell counter. Five million spheroplasts were transferred into a tube on ice, harvested for 2 min at 2000× *g* at 4 °C and the resulting cell pellet was used for subsequent tagmentation.

#### 2.2.1. gDNA Isolation

To control for the sequence bias of the Tn5 transposase (TDE1) [47], gDNA was isolated via phenol–chloroform–isoamyl alcohol (PCI; Sigma-Aldrich) extraction from stationary-phase cells from *C. albicans* as described earlier [48] with slight modifications. Briefly, cells were broken up in lysis buffer [48] using a FastPrep instrument (MP Biomedicals, Santa Ana, CA, USA; settings: 2 rounds of 45 s 6 m/s with 5 min on ice in between). After PCI extraction, gDNA was precipitated with 100% ethanol, treated with 10 mg/mL RNase A (Sigma-Aldrich) and again precipitated with ammonium acetate and 100% ethanol. The final DNA pellet was resuspended in 50 µL TE (10 mM Tris-HCl pH 8, 1 mM EDTA) and subjected to the ATAC-seq library preparation workflow described below. The concentration was measured with QuantiFluor (Promega, Madison, WI, USA) according to the manufacturer’s instructions.

#### 2.2.2. Tagmentation

Five million fungal spheroplasts or 0.5 ng naked gDNA were resuspended in the tagmentation reaction mix (12.50 μL Nextera 2× TD buffer, 2.00 µL Nextera TDE1 (all Illumina), 0.50 µL 50× protease inhibitor cocktail (Roche, Basel, Switzerland), 0.25 µL 1% Digitonin (New England Biolabs, Ipswich, MA, USA, Frankfurt am Main, Germany) and 10.25 µL nuclease-free distilled H_2_O (ThermoFisher Scientific, Shanghai, China) and incubated at 37 °C for 30 min. The tagmentation reaction was immediately purified using a Qiagen MiniElute PCR purification kit and elution was done in 12 µL elution buffer provided by the kit.

#### 2.2.3. ATAC-seq Library Amplification and Size Selection

ATAC-seq library preparation was based on the protocol published by the Greenleaf Lab [49] with minor modifications. Briefly, prior to PCR amplification of the ATAC-seq libraries, a test qPCR was performed to determine the optimal number of amplification cycles in order to avoid size and GC base bias of the ATAC-seq library [49]. The qPCR contained the following components: 1 µL tagmented DNA, 0.5 µL Nextera Index primer 1 noMX and Index primer 2.1. barcode (25 µM each), 0.1 µL 100× SYBR green (Sigma-Aldrich, freshly diluted from a 10,000× stock), 5 µL 2× NEBnext High-Fidelity PCR Master Mix (New England Biolabs), and 2.9 µL nuclease-free distilled H_2_O (ThermoFisher Scientific). The qPCR was performed in a Realplex Mastercycler (Eppendorf, Hamburg, Germany) with the following cycling conditions: 72 °C 5 min, 98 °C 30 s, 25 cycles of 98 °C 10 s, 63 °C 30 s, 72 °C 1 min and a final hold step at 10 °C. The cycle number for optimal ATAC-seq library amplification was determined as in [49]. The enrichment PCR was then performed using 10 µL tagmented DNA, 2.5 µL Index primer 1 noMX and Index primer 2.x. barcode (25 µM each), 25 µL 2× NEBnext High-Fidelity PCR Master Mix (New England Biolabs) and 10 µL nuclease-free distilled H_2_O (ThermoFisher Scientific). The PCR reaction was then incubated in a PCR thermocycler using the following conditions: 72 °C 5 min, 98 °C 30 s, x cycles (depending on the test qPCR results) of 98 °C 10 s, 63 °C 30 s, 72 °C 1 min, and a final hold step at 10 °C. All ATAC-seq libraries from this study were PCR amplified using 11 cycles. For multiplexing, a different Nextera Index primer 2 barcode was used for each sample. See Supplementary Table S1 for a list of Nextera PCR primers used for library amplification in this study.

The amplified ATAC-seq libraries were immediately purified and size selected with a double-sided solid-phase reversible immobilization (SPRI) approach (0.5×/1.4×) using AMPure XP beads (Beckman Coulter, Pasadena, CA, USA) according to the manufacturer’s instructions. Final DNA elution was done with elution buffer provided in the Qiagen MiniElute PCR purification kit. The final ATAC-seq libraries were quantified using the fluorescent dye QuantiFluor (Promega) according to the manufacturer’s manual. The yield for each ATAC-seq library sample was between 60 and 90 nM for replicate 1, replicate 2 and around 13 nM for replicate 3.

The quality of purified libraries was analyzed on a Bioanalyzer High Sensitivity DNA chip (Agilent, Santa Clara, CA, USA; see Figure 1B for an example) by following the manufacturer’s instructions.

#### 2.2.4. Next-Generation Sequencing

ATAC-seq libraries were prepared from three biological replicates for each condition (YPD, YPD + H_2_O_2_, and gDNA) and pooled in equimolar ratios for sequencing. Sequencing was done in 75 bp paired-end read mode on a HiSeq 3000/4000 system at the Biomedical Sequencing Facility (BSF; https://cemm.at/research/facilities/biomedical-sequencing-facility-bsf/) at the Center of Molecular Medicine (CeMM) in Vienna, Austria.

### 2.3. ATAC-Seq Data Analysis Workflow

#### 2.3.1. Pre-Processing and Read Alignment

Quality control of raw sequencing read files (.bam) was done using fastQC v0.11.8 [50]. Illumina TrueSeq adapter trimming was done via cutadapt v1.18 (https://cutadapt.readthedocs.io/en/stable/; settings: –interleaved-q 30 -O 1). Trimmed reads were then aligned to the haploid *C. albicans* SC5314 genome (assembly 22, version A22-s07-m01-r88; http://www.candidagenome.org/) using NextGenMap v0.5.5 [51] only keeping aligned reads with a minimum mapping quality of 30 (settings: -b –p -Q 30). Optical read duplicates were removed using Picard tools (Broad Institute, https://broadinstitute.github.io/picard/, settings: MarkDuplicates REMOVE_DUPLICATES=true VALIDATION_STRINGENCY=LENIENT; Broad Institute, https://broadinstitute.github.io/picard/) and mitochondrial reads were removed using the “intersect” tool from BEDTools with –v settings (https://github.com/arq5x/bedtools2). The average number of mapped reads per conditions for each chromosome and the size of each chromosome in comparison are shown in Supplementary Figure S1. Chromosome sizes of *C. albicans* were retrieved from the National Center for Biotechnology Information (NCBI). The ATAC-seq fragment length distribution from properly paired reads is represented in Figure 1C.

Aligned BAM files were split according to the fragment lengths of the sequencing read pairs as done previously [30]. Read fragments below 100 bp were considered as coming from nucleosome-free regions and were used for further analysis. Normalized read coverage files (bigWig) of nucleosome-free read fragments were created using deepTools2 “bamCoverage” ([52]; settings: -e -bs 5 --normalizeUsing CPM) and visualized using the Integrative Genomics Viewer (IGV; [53]).

#### 2.3.2. Prediction of Nucleosomal Positions and Genomic Coverage of ATAC-seq Signals

Nucleosomal occupancies were predicted using NucleoATAC [31] with default parameters. NucleoATAC analysis was performed for all *C. albicans* promoter regions (transcription start site (TSS) −/+ 1000 bp). Promoter regions were extracted using the “promoters” function from the Bioconductor GenomicRanges package [54]. The NucleoATAC bedgraph output files were further converted to the bigWig format using the bedGraphToBigWig tool (https://github.com/ENCODE-DCC/kentUtils). The NucleoATAC result was further compared with the nucleosome-free ATAC-seq reads (see above) and published MNase-seq data for *C. albicans* grown in YPD [55]. MNase-seq raw datasets were downloaded via sequence read archive (SRA) and processed as the ATAC-seq raw data. The aligned BAM files were converted into a normalized read coverage (bigWig) file using the deepTools2 “bamCoverage” function ([52], settings: as above, except −bs 1). Genomic read coverage tracks were visualized with the IGV. To plot the read coverage of nucleosome-free ATAC-seq peaks, nucleosome positions from the NucleoATAC analysis, and the published MNase-seq data [55] over all *C. albicans* transcripts, a coverage matrix was computed using the deepTools2 “computeMatrix” function ([52]; reference-point -a 1000 -b 1000 -bs 5). Transcripts from *C. albicans* were extracted by the “transcripts” function of the GenomicRanges package [54] using the current genomic annotation from the *C. albicans* assembly 22 (version A22-s07-m01-r88; http://www.candidagenome.org/). MNase-seq reads were extended to 100 bp prior to coverage plotting as described in the original publication [55].

Differential read coverage (log2-ratio) in nucleosome-free ATAC-seq peaks between H_2_O_2_-treated and non-treated samples was analyzed by the deepTools2 “bamCompare” function ([52]; settings: --normalizeUsing CPM -bs 5 –e --scaleFactorsMethod None). For downstream analysis, this output was first used to compute a coverage matrix with the deepTools2 “computeMatrix” tool [52] as described above across promoter regions (−1000/+200 bp with respect to the TSS) of all *C. albicans* transcripts. Heat map and coverage plots were generated using the “plotHeatmap” function from deepTools2 [52] using *K*-means clustering (settings: -kmeans 4). The full analysis data and the RNA-seq regulation of clustered genes are provided in Supplementary Table S2. Coverage regions from cluster 1 and cluster 4 were further subjected to gene ontology (GO) term analysis using the “enrichGO” function from the clusterProfiler package ([56]; settings: ont = “BP”, qvalueCutoff = 0.05, readable = TRUE). The GO term analysis result was plotted using the clusterProfiler “dotplot” function after merging redundant GO terms using the “simplify” function from the same package (settings: cutoff = 0.7) [56].

#### 2.3.3. Peak Calling and Genomic Annotation of ATAC-seq Peaks

Peak-calling for each individual sample was done with MACS2 v2.1.2 using “callpeak” ([57]; settings: -f BAMPE -g 14521502). The aligned read fragments from the gDNA ATAC-seq libraries were merged into one BAM file using the SAMtools “merge” function [58] and used as a background control for peak calling. Peaks from all samples and replicates were merged and converted to the GFF file format for read counting using htseq-count ([59]; settings: -f bam-s no-t peak) and differential ATAC-seq peak analysis (see below). The reproducibility of called ATAC-seq peaks among biological replicates was analyzed via principal component analysis (PCA) using the “prcomp” function from the R stats package (https://www.rdocumentation.org/packages/stats). For the ATAC-seq peak annotation, the genomic annotation from *C. albicans* assembly 22 (version A22-s07-m01-r88) was downloaded from the *Candia* Genome Database (CGD; http://www.candidagenome.org/) and was merged with the 5′UTR (untranslated region) and TSS annotations of *C. albicans*, which were retrieved from the yeast transcription start site database (YeasTSS) (http://www.yeastss.org/). This file was further used to create a TxDb object using the GenomicFeatures “makeTxDbFromGFF” function ([54]; settings: dataSource = “CGD”, organism = “Candida albicans SC5314”, circ_seqs = “Ca22chrM_C_albicans_SC5314”). Peak annotation was done using the ChIPseeker Bioconductor package [60] with the “annotatePeak” function (options: tssRegion = c(−2000, 0), genomicAnnotationPriority = c(“Promoter”, “5UTR”, “3UTR”, “Exon”, “Intron”, “Downstream”, “Intergenic”)). The distribution and overlaps of peak annotations among genomic features were visualized with the “upsetplot” function from the ChIPseeker package. The ATAC-seq peak location across all chromosomes and the fold change in peak signals between H_2_O_2_-treated and non-treated samples were visualized using the karyoploteR package [61].

#### 2.3.4. Analysis of Differential ATAC-seq Peaks

Differential accessible peak detection was done using the edgeR package [62] with the generalized linear model (GLM) approach. Since replicate three clustered away from the other two replicates in the PCA analysis (Supplementary Figure S3), the GLM approach was combined with batch effect correction. Supplementary Table S3 contains a complete list of detected ATAC-seq peaks and the edgeR analysis result. Supplementary Table S4 presents the ATAC-seq results overlaid by the RNA-seq datasets. GO term analysis of genes with significantly increased peak signal (log2-fold change > 0, false discovery rate (FDR) < 0.05) in upstream regions upon H_2_O_2_ stress was performed with the “enrichGO” function from the clusterProfiler package [56] as described above. 

#### 2.3.5. Motif Search

Nucleosome-free ATAC-seq peaks with increased signal in the H_2_O_2_-treated samples (log2-fold change > 0, FDR < 0.05) from the edgeR analysis were further subjected to motif search analysis using the MEME suite (v5.1.0; [63]; http://meme-suite.org/). First, the previously identified *C. albicans* Cap1 regulon [45] was used to generate the position weight matrix for Cap1 with the MEME web application (settings: 1 occurrence per sequence, motif width = 8). This was further used as input for the MEME FIMO tool [64] to analyze Cap1 binding sites in the upregulated nucleosome-free ATAC-seq peaks in H_2_O_2_-treated samples (settings: –parse-genomic-coord). The enrichment of the identified Cap1 binding sites was re-formatted to the BED file format and further used to compute a coverage matrix with the “computeMatrix” function from deepTools2 ([52]; settings: reference-point, -b 500 -a 500 -bs 5 --referencePoint center) in nucleosome-free ATAC-seq peaks from H_2_O_2_-treated and non-treated samples. For de novo motif analysis, upregulated nucleosome-free ATAC-seq peaks during oxidative stress were filtered based on their occurrence within the 1 kb upstream region of a gene and 500 bp of maximum peak width. The resulting 184 regulated peaks were used for de novo motif search using the MEME suite online tool DREME ([65]; parameters: E-value threshold 1; search given strand only). 

#### 2.3.6. Data Plotting

Unless otherwise stated, plots were done with the “ggplot2” package in R [66].

### 2.4. External Datasets

Our previously published [16] RNA-seq data from *C. albicans* in response to 30 min H_2_O_2_ treatment (Gene Expression Omnibus (GEO) accession number GSE73409) were used to compare ATAC-seq peaks with increased signal in H_2_O_2_-treated samples with genes upregulated in response to oxidative stress. MNase-seq data ([55]; described above) was downloaded from the SRA (SRR059732).

### 2.5. Code Availability

The entire bioinformatics analysis pipeline is freely accessible on github: https://github.com/tschemic/ATACseq_analysis.

### 2.6. Data Availability

ATAC-seq data have been deposited at the GEO under the accession number GSE156582. 

## 3. Results and Discussion

### 3.1. ATAC-Seq in C. albicans Reflects Nucleosomal Organization Genome-Wide

We adapted and optimized an ATAC-seq method originally developed for the fungi *S. cerevisiae* and *Schizosaccharomyces pombe* [31] to study alterations in chromatin landscapes upon oxidative stress in the human fungal pathogen *C. albicans*. Therefore, logarithmically growing *C. albicans* cells were either treated with 1.6 mM H_2_O_2_ for 15 min or left untreated (see Materials and Methods for details). After spheroplasting, cells were then subjected to sample preparation for ATAC-seq analysis. To correct for the known sequence bias of the Tn5 transposase [47], naked genomic DNA (gDNA) prepared from YPD-grown *C. albicans* was included in the workflow (Figure 1A; see Materials and Methods for details). Three biological replicates were prepared for each condition. 

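The values given here come from 3 biological replicates of non-treated cells (YPD) and 3 of cells treated with 1.6 mM H_2_O_2_. The cultures were treated for 15 min, and the paper gives a total exposure of 20 min. The authors deposited the number of reads on each of 7532 merged peaks in each of these 6 libraries, without normalization. Before counting, they trimmed and aligned the reads to assembly 22 of the haploid SC5314 genome. They removed duplicates and mitochondrial reads, called peaks per library against the merged gDNA libraries and merged the peaks over all libraries. The paper describes the peaks as nucleosome-free, but the counts themselves do not show which fragment lengths they hold. The counts on peaks summed to 907075, 637483 and 868331 reads in YPD replicates 1, 2 and 3, with a median of 868331. They summed to 985268, 926757 and 1084864 reads in H_2_O_2_ replicates 1, 2 and 3, with a median of 985268. These totals cover reads within peaks only and are not the sequencing depth. The lowest count of a peak in any library was 3. The gDNA libraries have no counts on these peaks and were not used here. Counts were scaled with edgeR's TMM factors, and H_2_O_2_ was compared with YPD by edgeR's quasi-likelihood test with the replicate number as a block. The paper's text names edgeR's GLM approach with batch effect correction, but neither the form of the batch term nor the test. No peak was removed for low counts. Peaks with a Benjamini-Hochberg FDR under 0.05 are referred to as called higher or called lower, and log2-fold changes are H_2_O_2_ relative to YPD. Counts scaled to library size (CPM) are given as mean ± SD over 3 replicates.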

Analysis of PCR-amplified ATAC-seq libraries from intact fungal cell nuclei (chromatin) showed a distinct fragment size distribution reminiscent of nucleosomal periodicity. Importantly, ATAC-seq libraries prepared from naked gDNA had a less complex fragment distribution as they lacked nucleosomal patterns (Figure 1B). The same trend was observed after 75 bp paired-end sequencing (PES), where the fragment length distribution of PES reads from fungal chromatin showed a predominant peak of shorter fragments around <150 bp, representing putative nucleosome-free regions. Another peak with an average fragment length of 200 bp reflected DNA regions occupied by one nucleosome (Figure 1C; [49]). Additionally, a weak enrichment for di-nucleosomal peaks was detected. Again, ATAC-seq libraries from gDNA did not reveal nucleosomal presence (Figure 1C). Instead, the majority of PES read fragments were below 150 bp, which was consistent with the fragment length distribution of Tn5-generated DNA sequencing libraries [67]. Notably, the number of mapped reads was evenly distributed among the *C. albicans* chromosomes, thus reflecting total chromosome sizes and suggesting no chromosomal bias (Supplementary Figure S1A,B). Inspection of ATAC-seq reads aligned to the *C. albicans* genome further revealed a distinct read coverage profile of accessible chromatin regions in nuclear chromatin purified from H_2_O_2_-treated (H_2_O_2_) and non-treated (YPD) cells, which was not apparent in gDNA libraries (Figure 1D shows a region of chromosome 1 as an example).

To further test the robustness of our ATAC-seq workflow, we first selected ATAC-seq PES read fragments below 100 bp, which correspond to putative nucleosome-free genomic regions [30]. These data were subjected to nucleosomal occupancy prediction using the NucleoATAC tool [31]. First, read coverage profiles of nucleosome-free ATAC-seq peaks and NucleoATAC-called nucleosomes were inspected at an example locus on chromosome 6 containing four open reading frames (ORFs) (Figure 2A). Pronounced nucleosome-free ATAC-seq peaks, flanked by nucleosomal signals as predicted by NucleoATAC, were detected in upstream promoter regions (Figure 2A, black arrows).

Moreover, nucleosomal positions predicted by NucleoATAC correlated very well with published *C. albicans* MNase-seq data [55] (Figure 2B). By averaging the read coverage of nucleosome-free and mononucleosmal ATAC-seq signals across all *C. albicans* transcripts relative to the transcription start site (TSS), we further observed an enrichment of nucleosome-free ATAC-seq reads adjacent to the TSS. Mononucleosomal ATAC-seq signals were enriched up- and downstream of the nucleosome-free peak, reflecting a well-positioned +1 nucleosome and a typical nucleosomal organization of canonical active gene promoters [26,68] (Figure 2B). Taken together, ATAC-seq libraries generated from *C. albicans* native chromatin share typical features of mammalian and other fungal (*S. cerevisiae* and *Schizosaccharomyces pombe*) ATAC-seq samples [30,31]. Hence, the approach is suitable to probe chromatin accessibility and nucleosomal positioning in *C. albicans* and their changes during stress response.

### 3.2. ATAC-Seq Detects Genome-Wide Changes in Chromatin Accessibility after Oxidative Stress

Next, we aimed to assess whether ATAC-seq in *C. albicans* is able to measure changes in chromatin accessibility at genomic regions associated with the oxidative stress response. Therefore, we analyzed the differential read coverage of nucleosome-free ATAC-seq peaks in H_2_O_2_-treated and non-treated cells. Then, we further clustered all *C. albicans* promoter regions (−1000/+200 bp upstream of the TSS) based on their differential read coverage profile using *K*-means clustering (Figure 2C). Genomic regions with a moderate increase in nucleosome-free ATAC-seq peak signals around the TSS were enriched in cluster 2, while cluster 3 showed a subtle increase in ATAC-seq read coverage more distal relative to the TSS (Figure 2C,D, orange and light blue lines, respectively, in panel D). In response to oxidative stress, the most striking increase in chromatin accessibility (i.e., increased nucleosome-free ATAC-seq reads) proximal to the TSS and at least 1 kb upstream of the TSS, was observed for loci contained in cluster 1 (Figure 2C,D, red line in panel D). 

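The genes of cluster 1 were looked up among the peaks that the deposited table assigns to promoters. Table S2 was held in part (33.3% of its 6012 genes), and the paper's cluster 1 has 309 genes in that part. For 266 of them the counts hold 397 promoter peaks. The median log2-fold change of these peaks was 0.62, with quartiles of 0.36 and 0.96. The median log2 ratio was 0.73, 0.76 and 0.38 in replicates 1, 2 and 3, and 371 of the 397 peaks (93.5%) had a log2-fold change above 0. In total, 263 peaks of 214 genes were called, each of them higher. The 5017 promoter peaks of other genes had a median log2-fold change of -0.03, with 213 called higher and 291 called lower. The paper formed cluster 1 from the read coverage of the same libraries, so the difference between the sets is not independent evidence. The fit without the replicate block moved the count of called cluster 1 peaks most. It called 0 in edgeR, with 219 higher at an unadjusted p under 0.05, and 139 in DESeq2. Without replicate 2, 157 of the peaks were called higher. The median stayed between 0.55 without replicate 1 and 0.81 without replicate 3.

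**Figure D1:**
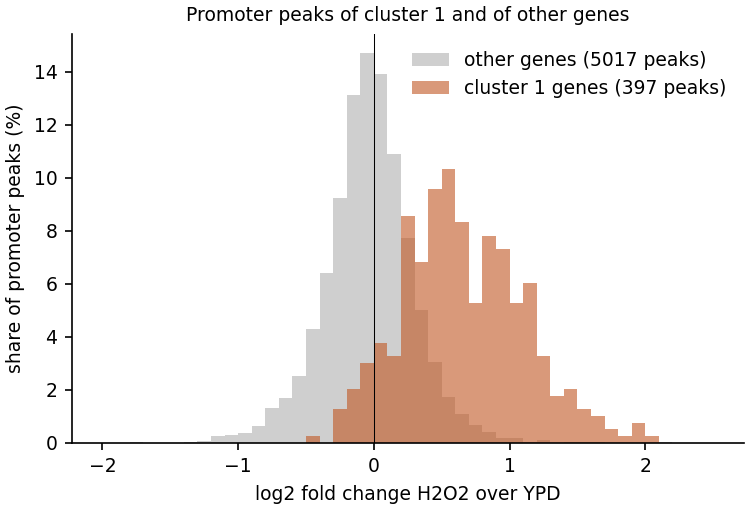
Log2-fold change of H_2_O_2_ over YPD for the promoter peaks of cluster 1 genes (397 peaks) and of other genes (5017 peaks). Bars give the share of each set per bin, and the medians are 0.62 and -0.03.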

GO term enrichment analysis of promoter-associated genes from cluster 1 showed that around 12% of the genes in cluster 1 are related to the oxidative stress response (Figure 2E). Cluster 4 included regions with decreased chromatin accessibility upstream of the TSS in response to H_2_O_2_ treatment (Figure 2C,D, dark blue line in panel D). Genes from this cluster were involved in ribosome- and translation-related processes (Supplementary Figure S2A), most of which are often downregulated during fungal stress adaptation [69,70,71,72,73].

The degree of chromatin accessibility is typical for genomic regions experiencing distinct transcriptional activities. For instance, the TSS of active gene promoters and enhancers is associated with increased chromatin accessibility relative to inactive elements and heterochromatic regions [28,74,75,76]. Hence, the combination of ATAC-seq and RNA-seq can provide highly useful insights into the chronological dynamics of changing chromatin accessibility and subsequent transcriptional responses [42,77]. In a previous study, we performed RNA-seq analysis in *C. albicans* in response to H_2_O_2_ treatment [16]. For RNA-seq, cells were treated with 1.6 mM H_2_O_2_ for 30 min, while cells for ATAC-seq were exposed to 1.6 mM H_2_O_2_ only for a total of 20 min. Therefore, we used the RNA-seq dataset to assess the chronological dynamics of chromatin accessibility and transcription.

When assessing the log2-fold change from our RNA-seq dataset of genes with increased chromatin accessibility upon H_2_O_2_ treatment in upstream genomic regions (cluster 1), we observed that transcription of the majority of cluster 1 genes was also upregulated in response to H_2_O_2_—321 genes mapped to cluster 1, of which 309 were also present in the RNA-seq dataset. Out of those 309 genes, 200 were transcriptionally upregulated upon H_2_O_2_ treatment (Supplementary Table S2). For instance, *CAT1*, which encodes the H_2_O_2_-detoxifying catalase [78], as well as the oxidative stress-related Cap1 transcription factor and its known targets *OYE*32 and *CIP1* [79], were among genes showing remarkably increased chromatin accessibility and transcriptional induction in H_2_O_2_-treated cells (Figure 2F). In addition, *ICL1* and *MSL1* encoding for glyoxylate cycle enzymes [80] showed increased ATAC-seq peak signals, reflecting their robust transcriptional induction upon oxidative stress (Figure 2F). Similarly, genes with decreased ATAC-seq read coverage upstream of their TSS were likewise repressed upon stress (Supplementary Figure S2B). Hence, changes in ATAC-seq read coverage are predictive of alterations in gene expression.

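The promoter peak of *CAT1* (C1_06810W_A, peak_751) lies on chromosome 1 of assembly 22 from 1452025 to 1453211 in Table S3. It rose from 292 ± 36.9 CPM in YPD to 637 ± 85.3 CPM in H_2_O_2_, a log2-fold change of 1.12 (standard error 0.14, FDR = 9.92e-05 in edgeR's quasi-likelihood test). Coordinates of the other peaks named here were not in the part of Table S3 that was held. On chromosome 3, the *CAP1* (C3_02220W_A) promoter peak_3054 rose from 58.5 ± 3.02 to 114 ± 0.847 CPM, with a log2-fold change of 0.96 and FDR = 0.000733. Its log2 ratios of 0.88, 0.91 and 1.01 differed little between replicates. A further *CAP1* promoter peak (peak_3055) was not called, with a log2-fold change of 0.23 and FDR = 0.391. The peak within the *CAP1* exon (peak_3056) was not called either (0.73, FDR = 0.216). Without replicate 3 it was called higher (1.73, FDR = 0.000201), and its FDR over the fits that leave out a replicate reached 0.824. On chromosome 4, the *OYE32* (C4_06780C_A) promoter peak_4447 rose from 175 ± 44.5 to 695 ± 168 CPM, a log2-fold change of 1.96 (standard error 0.19, FDR = 3.82e-05). The deposited table assigns 3 exonic peaks to *OYE32* as well, with log2-fold changes of 0.74, 1.2 and 1.07, and the first 2 of these lie in the exon of C4_06770W. Each of them lost its call without replicate 2, with FDR values of 0.153, 0.125 and 0.0876. The first and the last also lost it without replicate 1, with FDR values of 0.184 and 0.0558. Without replicate 1 the log2-fold changes of the first 2 fell to 0.48 and 0.70, and without replicate 3 those of all 3 rose to 1.28, 2.17 and 1.81. In DESeq2 the first 2 were not called (FDR = 0.0928 and 0.308), and with robust estimation of the spread the second was not (FDR = 0.208). On chromosome 6, the *CIP1* (C6_01070C_A) promoter peak_5231 rose from 146 ± 63.2 to 385 ± 40.5 CPM, a log2-fold change of 1.42 (standard error 0.19, FDR = 0.00023). A *CIP1* peak 1 to 2 kb upstream (peak_5232) had a log2-fold change of 1.58 and FDR = 0.00412, and 2.44 without replicate 3. The log2 ratio in replicate 3 was lower than in replicates 1 and 2 at the called peaks of *CAT1*, *OYE32* and *CIP1*.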

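*ICL1* (C1_04500W_A) has a pair of promoter peaks on chromosome 1 of assembly 22. The peak from 927860 to 928616 (peak_525) rose from 252 ± 5.07 to 547 ± 149 CPM, a log2-fold change of 1.07 (standard error 0.14, FDR = 0.000188 in edgeR's quasi-likelihood test). The peak from 928716 to 928972 (peak_526) had a log2-fold change of 0.82 (standard error 0.15, FDR = 0.0014). The gene written *MSL1* is listed as *MLS1* (C1_09690W_A) in the deposited table and in the supplementary tables. Its promoter peak from 2131268 to 2132063 (peak_1077) measured 464 ± 104 CPM in YPD and 688 ± 236 CPM in H_2_O_2_, a log2-fold change of 0.53 (standard error 0.12, FDR = 0.00914). The log2 ratios were 0.35, 0.89 and 0.36 in replicates 1, 2 and 3, and without replicate 2 the log2-fold change was 0.36 with FDR = 0.218. Without replicate 1 and without replicate 3 the peak was called (FDR = 0.00385 and 1.79e-07). A weaker *MLS1* peak 1 to 2 kb upstream (peak_1076) was not called, with a log2-fold change of 0.46 and FDR = 0.301.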

To further dissect significant changes in chromatin accessibility, nucleosome-free ATAC-seq signals were subjected to peak calling with ATAC-seq libraries from gDNA as background noise control (see Material and Methods for details). 

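In the deposited peak annotation, which gives 1 category per peak, 5414 of 7532 peaks (71.9%) were assigned to promoters up to 2 kb upstream. Exons held 1111 peaks (14.8%) and 5′ UTRs held 417 (5.54%). The remaining peaks lay downstream of genes (312 peaks), in distal intergenic regions (269 peaks) and in introns (9 peaks). Of the promoter peaks, 476 were called higher and 291 called lower, together 14.2%. For exons these numbers were 49 and 52 (9.09%), and for 5′ UTRs 33 and 31 (15.3%). The share was highest at distal intergenic peaks (23 and 37, 22.3%) and downstream peaks (34 and 35, 22.1%). Overlaps between the categories cannot be read from this annotation.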

The genomic locations of the majority of called nucleosome-free ATAC-seq peaks were located within gene promoters, exons and 5′ untranslated regions (UTRs) (Figure 3A) reflecting a usual distribution of genomic features among called ATAC-seq peaks [81].

Of note, substantial peak overlaps between these three genomic regions were observed, indicating peaks stretching from promoter regions into the 5′ UTRs and the first exon. Interestingly, a previous study observed ATAC-seq signals accumulating towards sub-telomeric regions [39]. Thus, we further inspected the genome-wide distribution of differentially enriched peaks, but we did not detect a bias toward specific chromosomal regions including telomeres (Figure 3B).

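Peaks were called on each of the 8 chromosomes. The share of called peaks ranged from 11% on chromosome R and 10.8% on chromosome 7 to 17.7% on chromosome 5. Start and end positions were held for every peak of chromosome 1 and for none of the other chromosomes completely. On chromosome 1, the 104 peaks within 50 kb of either end had a median log2-fold change of -0.11, against -0.02 for the other 1546 peaks. The difference of -0.09 was smaller than its SD over the 3 replicates (0.15), and its value per replicate was 0.06, -0.02 and -0.24. Among 10000 random sets of as many peaks of chromosome 1, the median near the ends lay at percentile 1.51. With 20 kb from each end it lay at percentile 43.1, and with 100 kb at percentile 7.66. The random sets hold scattered peaks, while peaks near the ends are neighbours, so these percentiles may overstate the difference. Within 50 kb of the ends 4.81% of the peaks were called, 2 higher and 3 lower, against 16.8% elsewhere on the chromosome. Replicate 3 lay above replicates 1 and 2 in both conditions at the peaks near the ends, taken over all 8 chromosomes together.

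**Figure D2:**
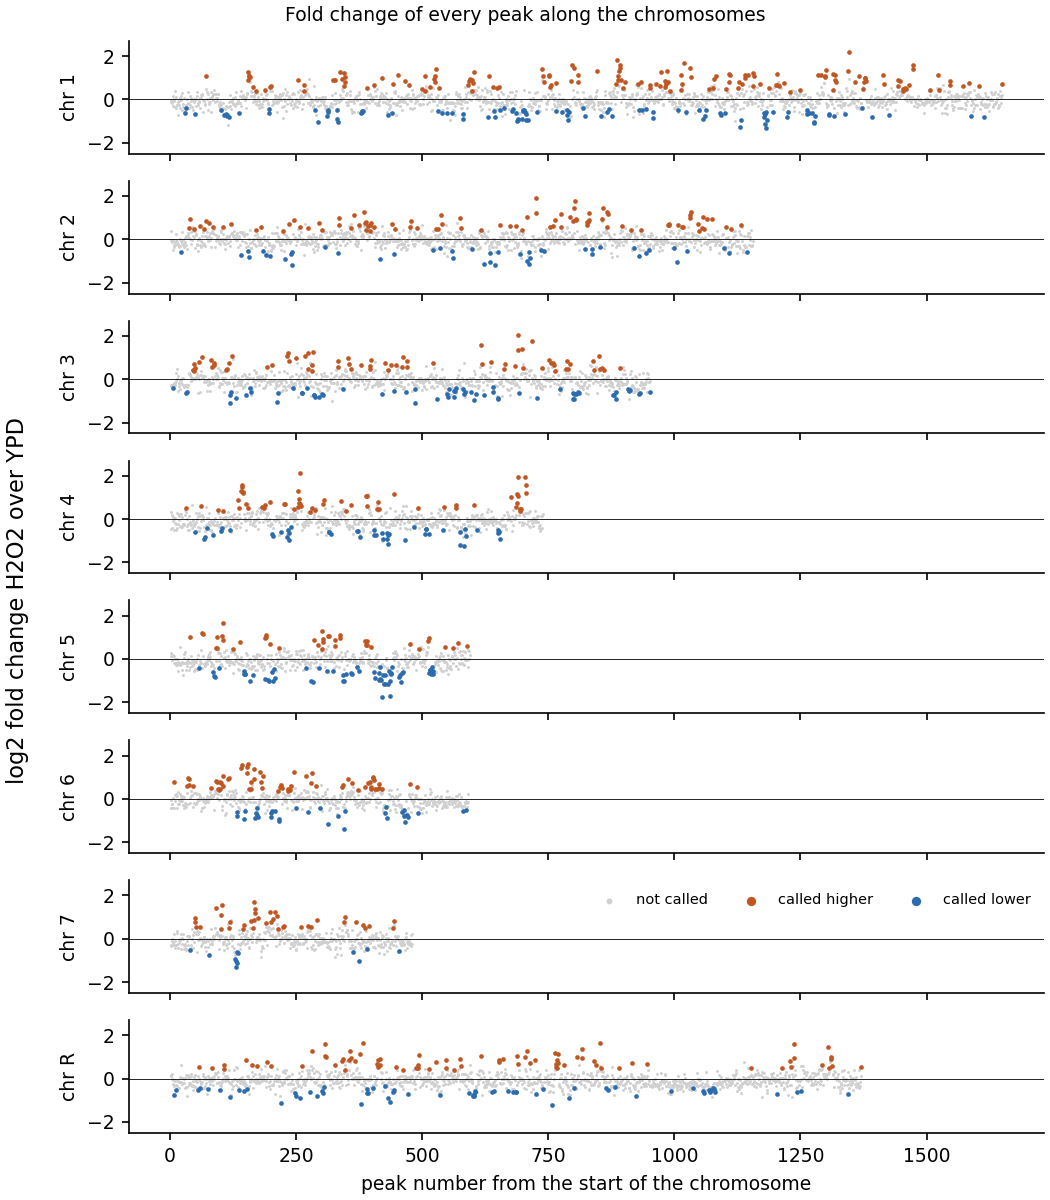
Log2-fold change of H_2_O_2_ over YPD for all 7532 peaks, in their order along each of the 8 chromosomes. Colored points are peaks called higher (615) or called lower (446), and grey points are peaks not called.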

Nucleosome-free ATAC-seq peaks in H_2_O_2_-treated and non-treated cells from all three biological replicates were then subjected to principal component analysis (PCA) based on the presence and absence of called peaks. 

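A PCA was also computed on the counts, as log2 CPM with a prior count of 2 over all 7532 peaks. The paper's PCA used the presence and absence of peaks instead. The component that separated H_2_O_2_-treated from non-treated cells was the second, with 25.6% of the variance. H_2_O_2_ replicates 1, 2 and 3 scored 17.4, 19.4 and 10.9 on it, and YPD replicates 1, 2 and 3 scored -25.4, -21.2 and -1.22. In an exact permutation test over the 10 splits of 3 against 3 libraries, the two-sided p was 0.1, the smallest that 3 against 3 allow. The component was picked because it separated the treatments, and full separation fixes this p at its smallest value. The test therefore cannot show whether the treatments differ, and no conclusion is drawn from it. The splits also ignore that libraries of both treatments share replicate numbers. Without replicate 3, the treatments separated on the first component, which then held 70.3% of the variance of the 4 remaining libraries.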

Samples clustered according to their growth conditions, suggesting that the peak calling of the ATAC-seq workflow was able to identify alterations in chromatin accessibility in response to oxidative stress (Supplementary Figure S3). Notably, the PCA also revealed variations among biological replicates, as replicate three from stressed and non-stressed cells was separated from the other two replicates by the first principal component (Supplementary Figure S3, PC1). Hence, we also applied a batch effect correction during differential peak analysis of called ATAC-seq peaks (see Material and Methods for details). 

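On the counts, the first principal component held 61.6% of the variance. YPD and H_2_O_2_ libraries of replicate 3 scored 44.4 and 30.5 on it. The libraries of replicate 1 scored -18.6 and -29.2, and those of replicate 2 scored -6.93 and -20.2. An exact permutation test of replicate 3 against the other libraries gave p = 0.0667, the smallest that the 15 choices of 2 libraries allow. Replicate 3 was singled out because the paper's PCA of the same libraries had set it apart, so this p is not independent evidence. The choices also ignore that the 2 libraries share a replicate number. Where replicate 3 differed depended on the region. At the 1111 exonic peaks, replicate 3 lay above the mean of replicates 1 and 2 by a median of 1.34 (log2) in YPD and 1.22 in H_2_O_2_. At promoter peaks the medians were -0.18 and -0.10. Most exonic peaks with a known width (163 of 224) were called by the authors in 1 library. The library with most of them alone had 102, with medians of 1.52 and 1.25. Promoter peaks called only there (31 peaks) had 1.40 and 1.1. The 9 exonic peaks called in all 6 libraries had 0.040 and -0.12. A difference at exons therefore cannot be told apart from peaks that entered the list from 1 replicate. Across peaks, the log2 ratio of H_2_O_2_ over YPD correlated between replicates 1 and 2 with Pearson's r = 0.684 and Spearman's rho = 0.599. Replicate 3 reached r = 0.454 with replicate 1 and r = 0.44 with replicate 2, with rho = 0.41 and 0.405. Peaks are not independent replicates, so no p is given for these correlations. The SD of the log2 ratio over all peaks was 0.55, 0.54 and 0.33 in replicates 1, 2 and 3.

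**Figure D3:**
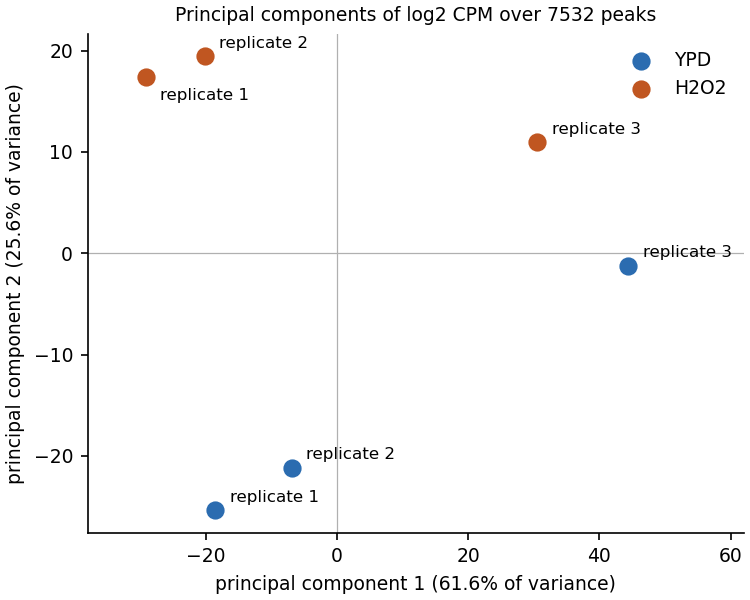
Scores of the 6 libraries on the first and the second principal component of log2 CPM. Replicate 3 sits at 44.4 (YPD) and 30.5 (H_2_O_2_) on the first component, and the other libraries sit below 0.

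**Figure D4:**
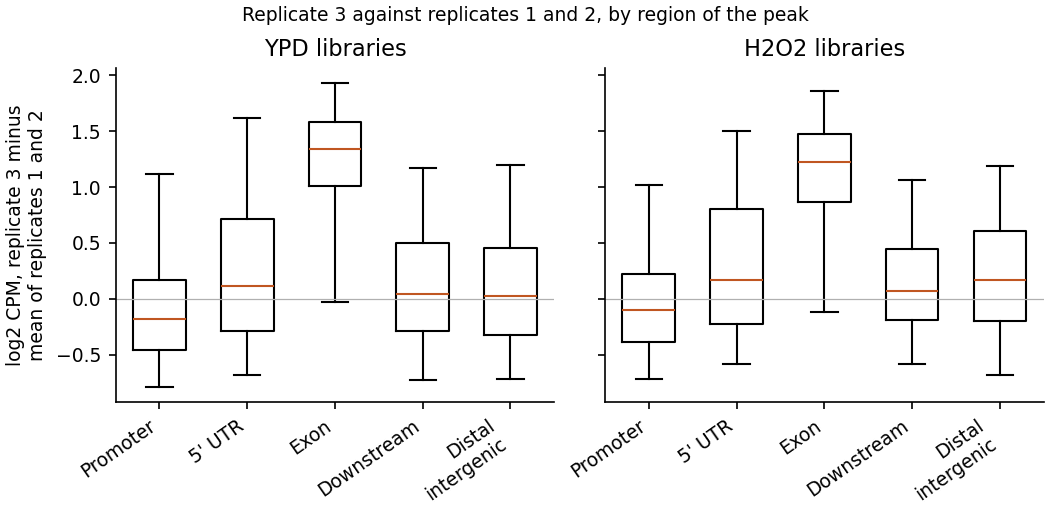
Log2 CPM of replicate 3 minus the mean of replicates 1 and 2 by region of the peak, for YPD and H_2_O_2_ libraries. Boxes show quartiles and medians, and whiskers run from the 5th to the 95th percentile. The medians at exons are 1.34 and 1.22. Most exonic peaks with a known width (163 of 224) were called by the authors in 1 library.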

In total, 1092 nucleosome-free ATAC-seq peaks with significant signal alterations (FDR < 0.05) in response to oxidative stress were detected (Supplementary Table S3). 

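With the replicate number as a block, edgeR's quasi-likelihood test called 1061 of 7532 peaks, 615 higher and 446 lower (58% higher). At an unadjusted p under 0.05 there were 2158 peaks. All 3 replicates had a ratio in the called direction at 609 of the peaks called higher and at 440 of those called lower. The median log2 ratio of the peaks called higher was 0.92, 0.88 and 0.43 in replicates 1, 2 and 3. For the peaks called lower it was -0.81, -0.80 and -0.36. Leaving out a replicate moved the number of called peaks to 515 without replicate 1, 320 without replicate 2 and 1880 without replicate 3. Without the replicate block, 0 peaks were called in edgeR, with 936 at an unadjusted p under 0.05. In DESeq2, 407 peaks were called with the block and 285 without it. With library size as the only scaling, 515 peaks were called higher and 570 lower (47.5% higher), and the median log2-fold change of all peaks moved from -0.05 to -0.10. In simulated counts with 200 peaks of 7532 changed by a factor of 2, the test with the block recovered 174 peaks and made 2 false calls. On the same simulated counts, the test without the block made 0 calls. These counts were drawn from a fit with the block, with the same change in every replicate, unlike the smaller ratios of replicate 3. They therefore cannot show that the block is right, or how many false calls it makes, in the real libraries.

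**Figure D5:**
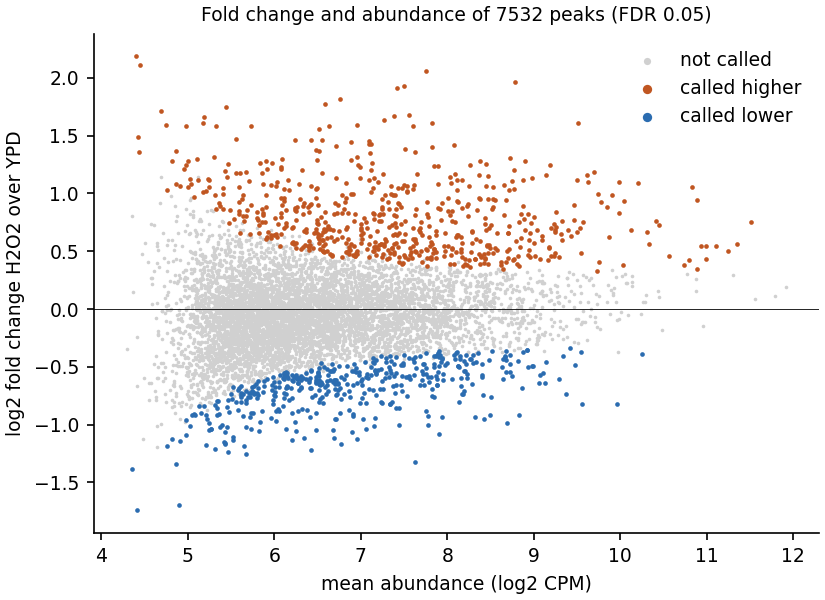
Log2-fold change of H_2_O_2_ over YPD against mean abundance for 7532 peaks, each point a peak. The 615 peaks called higher and the 446 called lower at FDR 0.05 are colored.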

Peaks were annotated to the next closest downstream gene and the resulting dataset was overlaid with the RNA-seq data to correlate differentially regulated ATAC-seq peaks with transcriptional changes. 

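Of the 615 peaks called higher, 502 are in the part of Table S4 that was held (28.2% of its 7077 peaks). Table S4 places 459 of these in promoter regions, upstream of 401 genes. Its RNA-seq column gives increased transcription for the gene of 292 of these peaks, no change for 99 and decreased transcription for 68. The share with increased transcription was 63.6%, with a 95% Wilson interval of 59.1% to 67.9% that covers counting error only. Because Table S4 was held in part, no background share over all genes was computed. With the gene that the deposited table assigns in place of that of Table S4, 476 promoter peaks were called higher, and 281 of them had increased transcription. For 26 of these 476 peaks no RNA-seq value was held, and the share among the others was 62.4%. By the promoter peaks and genes of Table S4, without replicates 1, 2 and 3 in turn, 265, 201 and 813 promoter peaks were called higher, of which 195, 148 and 470 had increased transcription.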

In total, 468 ATAC-seq peaks were upregulated in H_2_O_2_-treated cells and located within the 2 kb upstream region of the annotated gene, with 298 peaks detected upstream of genes with increased transcription after oxidative stress (Figure 3C, Supplementary Table S4). These data demonstrate that more than 60% of genomic regions showing increased nucleosome-free ATAC-seq peak signals within a 2 kb upstream range were associated with transcriptional induction. For instance, as already observed by comparing ATAC-seq read coverages between the treatment groups, oxidative stress altered chromatin accessibility of promoter regions and transcript induction of genes including *CAT1*, *ICL1*, *OYE32*, and *TSA1*, the latter encoding an antioxidative protein [82] (Figure 3C). Accordingly, genes downstream of upregulated ATAC-seq peaks represented biological processes involving oxidative stress responses. 

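For *TSA1* (C3_06180C_A, chromosome 3), promoter peak_3494 rose from 80.2 ± 15.9 to 342 ± 102 CPM, a log2-fold change of 2.06 (standard error 0.18, FDR = 3.02e-05 in edgeR's quasi-likelihood test). It had the lowest FDR of all peaks called higher. A weaker *TSA1* promoter peak (peak_3495) had a log2-fold change of 1.36 and FDR = 0.0292, and lost its call without replicate 1 (FDR = 0.0843) and without replicate 2 (FDR = 0.207), but not without replicate 3 (FDR = 0.00109). The deposited table holds peaks for all 22 genes that the text names or Figure 3C labels. With the 5 called peaks that rose most, the 5 that fell most and a peak that only Table S4 assigns to *HMS1*, these made 55 peaks, of which 35 were called higher, 9 lower and 11 not called. Of the 44 called peaks, 27 kept their call without each replicate in turn. Among the genes of Figure 3C, *GRE2* (peak_2375), *TSA1B* (peak_3522) and *EBP1* (peak_5244) had promoter peaks with log2-fold changes of 1.91, 1.77 and 1.61. The lowest value among the most abundant promoter peaks was that of *CHT2* (peak_4953), with -1.08 and FDR = 0.000354. The paper counts the increased upstream peaks that lie upstream of genes with increased transcription. It concludes that over 60% of regions with increased signal up to 2 kb upstream were associated with transcriptional induction.

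**Figure D6:**
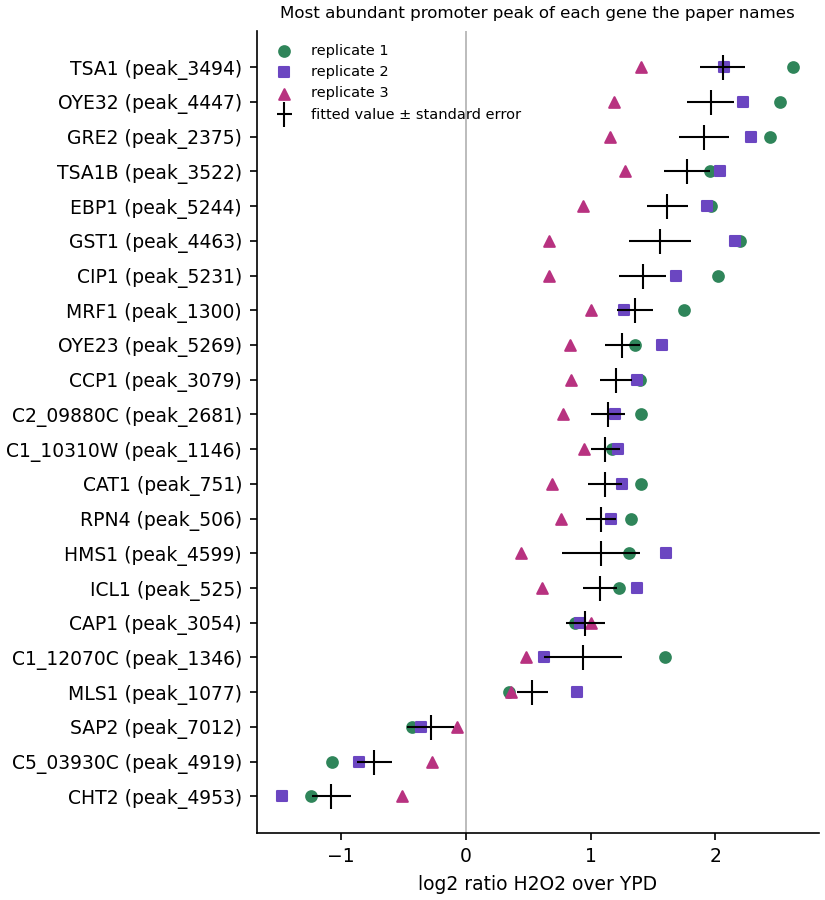
Log2 ratio of H_2_O_2_ over YPD in replicates 1, 2 and 3 for the most abundant promoter peak of each of the 22 genes, with the fitted log2-fold change and its standard error. The fitted values run from -1.08 (*CHT2*) to 2.06 (*TSA1*).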

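Table S5 was held completely and lists 175 peaks. Of these, 101 are promoter peaks with increased signal upstream of 87 genes without a change in the RNA-seq data. In the counts, 99 of the 101 peaks were called higher, covering 86 of the genes, and the largest FDR was 0.0517. The log2 ratio was above 0 in all 3 replicates at 101 peaks. The median log2-fold change was 0.66, with a range of 0.38 to 2.11. The highest value belongs to *RGT1*, at a peak with a mean of only 6.99 CPM in YPD. By the table's annotation, 86 peaks lie within 1 kb of the gene and 15 between 1 and 2 kb. For 35 of the genes only a systematic name is given. The paper chose these peaks on the same libraries, so the count is not independent evidence. Without replicate 1, 45 of the peaks were called, without replicate 2, 29, and without replicate 3, 100.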

Interestingly, gene promoters of almost 90 genes, including some encoding uncharacterized proteins, displayed significantly elevated chromatin accessibility in promoter regions during H_2_O_2_ treatment without alterations in gene expression. For example, gene *C2_09880C*, encoding for a putative DNA-binding factor, was among the top 20 genes with increased chromatin accessibility upon oxidative stress. However, no significant alteration in transcription was detected in the corresponding RNA-seq dataset (Figure 3C and Supplementary Table S5). Such cases could represent putative regulators that are primed for transcriptional control in response to additional signaling inputs [83]. 

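The deposited table assigns a pair of promoter peaks on chromosome 2 to C2_09880C (C2_09880C_A). The more abundant (peak_2681) rose from 159 ± 17.6 to 359 ± 97.7 CPM, a log2-fold change of 1.14 (standard error 0.13, FDR = 7.54e-05 in edgeR's quasi-likelihood test). Among the 615 peaks called higher it ranked 91 by log2-fold change and 26 by FDR. Counted by gene, C2_09880C ranked 76 by the highest log2-fold change and 26 by the lowest p among 487 genes with a peak called higher. Among the 101 promoter peaks with increased signal in Table S5 it ranked 8 by log2-fold change and 2 by FDR. The other peak (peak_2680) rose from 26.4 ± 3.6 to 53.4 ± 12.8 CPM, with a log2-fold change of 1.00 (standard error 0.24) and FDR = 0.0102. It lost its call without replicate 2 (FDR = 0.139) and in DESeq2 (FDR = 0.101), and kept it without replicate 1 (FDR = 0.0494) and without replicate 3 (FDR = 0.000265).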

Generally, out of a total of 5284 ATAC-seq peaks detected within the 2 kb upstream regions of annotated genes, 3174 peaks showed no ATAC-seq signal alterations in response to oxidative stress, despite significant transcriptional regulation of the downstream gene after H_2_O_2_ treatment (Supplementary Table S4). These discrepancies might reflect distinct regulatory dynamics between the establishment of permissive open chromatin and highly transient transcriptional responses often seen in stress adaptation [72]. Indeed, the samples for RNA-seq data were collected after 30 min of oxidative stress, while the ATAC-seq dataset was derived from cells exposed to H_2_O_2_ for a total of 20 min. 

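Of the 5414 peaks that the deposited table assigns to promoters, 4647 were not called. The part of Table S4 that was held lists 1569 promoter peaks in descending order of log2-fold change, down to 0.15, so it holds no promoter peaks with decreased signal. Of these peaks, 1110 were not called in the counts. For 781 of these 1110 peaks, Table S4 gives a change in transcription, with 483 peaks upstream of genes with increased and 298 upstream of genes with decreased transcription. These counts cover peaks with a positive log2-fold change and not the full table.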

In summary, these data demonstrate that ATAC-seq detects changes in chromatin accessibility linked to gene expression control during fungal stress adaptation. Moreover, it reflects highly dynamic transcriptional responses and could be used to predict novel regulators that are primed for further transcriptional alterations during environmental adaptation.

### 3.3. Oxidative Stress-Responsive ATAC-Seq Peaks Are Enriched for Cap1 Binding Sites

Despite assessing the chromatin architecture at different genomic features, ATAC-seq has been used to detect sequence motifs used by transcriptional regulators in ATAC-seq peak regions [32,39]. This is of special interest for the identification of as-yet-unknown transcriptional regulators or even regulatory networks governing transcriptional responses. Indeed, regulatory sequences were identified in the malaria parasite *Plasmodium falciparum* during intra-erythrocytic development [39]. Hence, ATAC-seq can yield new insights into transcriptional networks and their dynamic behavior during environmental adaptations. For example, major virulence traits of *C. albicans*, such as morphological transitions, are under the control of multi-layer genetic regulatory networks engaging both transcription factors and chromatin modifiers [20,84,85]. Hence, we tested whether our ATAC-seq data were suitable for motif discovery in *C. albicans*. As mentioned briefly above, the Cap1 transcription factor is the key driver of transcriptional induction during the oxidative stress response [79]. Its *cis*-acting sequence motif emerged from an earlier study [45] (Figure 4A).

When we analyzed the enrichment of published Cap1-binding sites in nucleosome-free ATAC-seq peaks in H_2_O_2_-treated cells, we observed that ATAC-seq read signals were indeed highly increased around the Cap1 motif (Figure 4B). Importantly, a de novo motif search identified Cap1 binding sites appearing in ATAC-seq peaks that showed increased intensity after oxidative stress (Figure 4C, motif 3). Of note, some other motifs contained repetitive deoxyadenosine (poly-dA) stretches (Figure 4C, motif 1). While these might be less relevant for the recruitment of transcription factors, such signals can be explained by the preferred occurrence of poly(dA:dT) tracts in nucleosome-depleted regulatory regions, such as TATA elements upstream of the TSS, and the tendency of A-rich elements in TATA-less promoters in *S. cerevisiae* [86,87]. In addition, GGTTT/AAACC motifs are overrepresented in ATAC-seq data due to a binding bias of the Tn5 transposase to such regions [88]. These data suggest that a more stringent correction of the Tn5 sequence bias might be beneficial for a de novo motif discovery with higher precision. Notably, tools for advanced sequence bias correction of enzymatically prepared sequencing libraries, including DNase-seq, MNase-seq, and ATAC-seq, are available [88,89].

In conclusion, we here present an integrative workflow for ATAC-seq in the human fungal pathogen *C. albicans.* ATAC-seq offers a new robust tool to capture temporal changes in chromatin landscapes that are tightly connected to transcript abundance during fungal adaptation to stress. In addition, novel regulators that are not subject to transcriptional control at the time of sample collection might be identified based on chromatin accessibility signatures. This might aid in capturing a broader picture of highly dynamic cellular adaptations where sample drawing is limited. Finally, the combination of ATAC-seq with additional datasets has the potential to predict yet-unknown regulatory sequences and transcription factor binding sites that dictate transcriptional reprogramming and, thus, may be crucial to fungal survival upon stress encounter. Finally, the present workflow might be applicable to in vivo ATAC-seq approaches, since we were already able to obtain meaningful ATAC-seq data from as little as 50,000 *C. albicans* spheroplasts. The re-isolation of comparable fungal cell numbers from host model systems, such as mice, is feasible and thus, ATAC-seq might facilitate studies that elucidate fungal responses and adaptation to host defense in a tissue-specific manner. Such data will not only help to better understand fungal tissue tropism but also offer to identify new fungal genes amenable to therapeutic intervention.

## Figures and Tables

**Figure 1:**
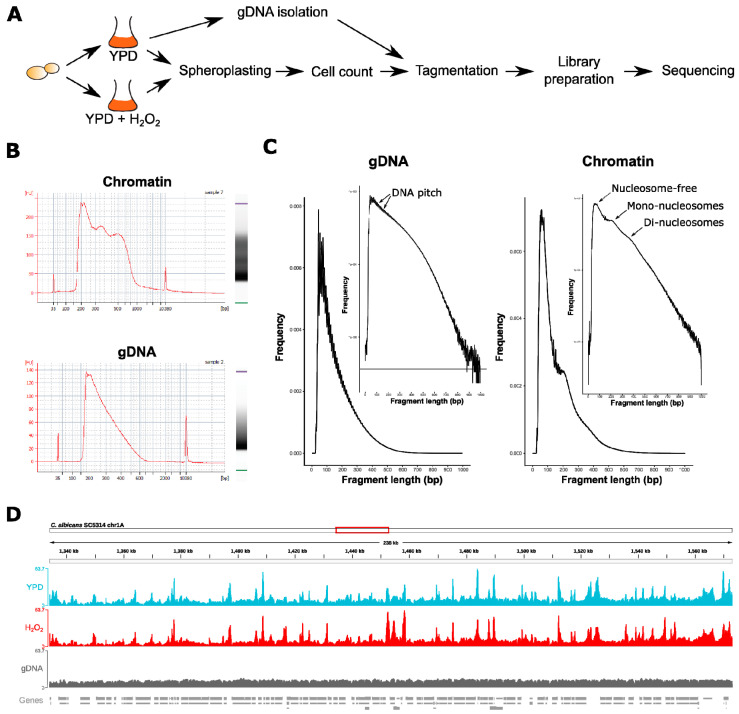
Quality control of assay for transposase-accessible chromatin using sequencing (ATAC-seq) libraries from *Candida albicans* treated or non-treated with H_2_O_2_. (**A**) Experimental set-up for ATAC-seq profiling of 5 × 10^6^ *C. albicans* (see Materials and Methods for details). (**B**) Bioanalyzer electrophoretic profiles and gel image from ATAC-seq libraries prepared from fungal chromatin (isolated nuclei) or naked gDNA. The x-axis from the electropherogram depicts the fragment size distribution (bp) of tagmented samples and the y-axis represents the abundance. A distinct nucleosomal pattern (mono-, di-, and tri-nucleosomes) is visible in chromatin samples, but not in tagmented gDNA samples. (**C**) Fragment length distribution of ATAC-seq reads from gDNA and nuclei prepared from YPD (1% yeast extract, 2% peptone, 2% glucose)-grown cells. The fragment length in bp (x-axis) from one representative biological replicate from each group is plotted against its frequency (y-axis). The graph insert shows the log-transformed histogram. Signals originating from the DNA helical pitch [31] are emphasized by arrows on the gDNA plot. Arrows on the chromatin plot indicate nucleosome-free ATAC-seq read fragments and nucleosome occupied read fragments. (**D**) Integrative Genomics Viewer (IGV) browser snap-shot from a 238 kb region of the *C. albicans* chromosome 1A of ATAC-seq reads from aligned BAM files. The biological replicates from each sample group were pooled. Genes are depicted as gray boxes below the sequencing read coverage tracks.

**Figure 2:**
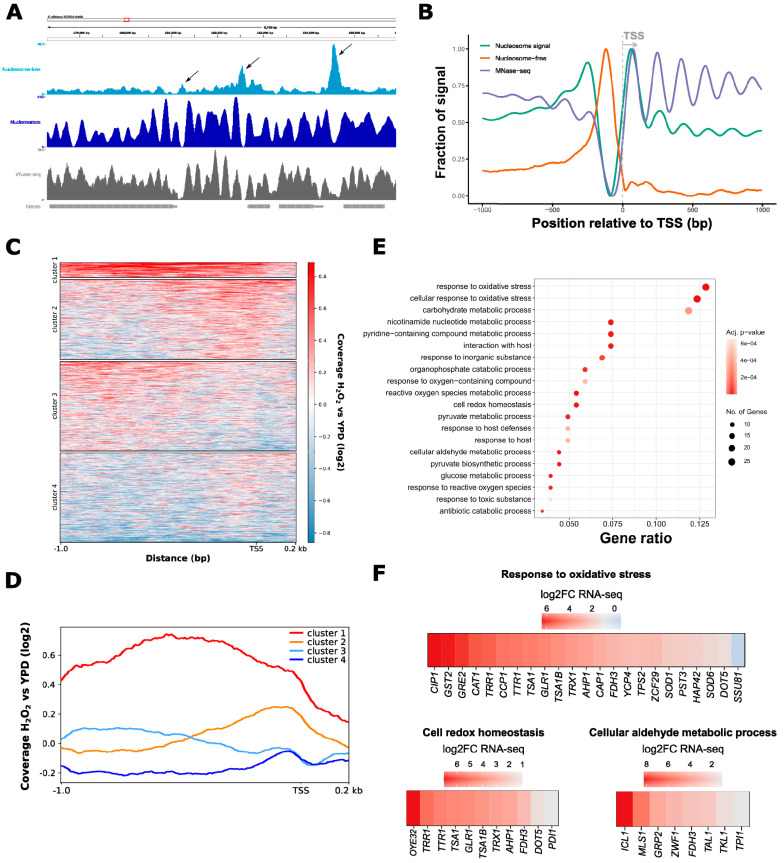
Chromatin accessibility is increased at promoters associated with oxidative stress genes. (**A**,**B**) ATAC-seq analysis in *C. albicans* allows for nucleosomal occupancy prediction. Comparison of coverage profiles of nucleosome-free ATAC-seq read signals with mono-nucleosomal position prediction and MNase-seq data [55] at a region on chromosome 6 (**A**) or across all *C. albicans* transcriptional start sites (+/−1000 bp relative to the transcription start site (TSS)) (**B**). Data represent ATAC-seq samples from YPD grown cells and pooled biological replicates (see Materials and Methods for details). In panel A, genes are depicted as gray boxes with white arrows indicating the direction of transcription. The black arrows in the top IGV track indicate nucleosome-free ATAC-seq signals flanked by nucleosomes. (**C**,**D**) *K*-means clustering of differential ATAC-seq nucleosome-free read coverage (log2-fold change) of H_2_O_2_-treated (H_2_O_2_) vs. non-treated (YPD) cells represented as heat maps (**C**) or read coverage profiles across all *C. albicans* promoters (−1000 bp/+200 bp relative to the TSS). (**E**,**F**) Gene ontology (GO) term analysis of cluster 1 from panel C and D represented as a dot plot (**E**) and heat maps (**F**). Genomic regions represented in cluster 1 were annotated to the next downstream gene. The gene ratio indicates the proportion of genes enriched in this GO term relative to input genes. The color scale indicates the adjusted *p*-value of the GO enrichment analysis. Heat maps show genes from the indicated GO term category with the color scale representing the log2-fold change in transcription (from RNA-seq data) in response to oxidative stress.

**Figure 3:**
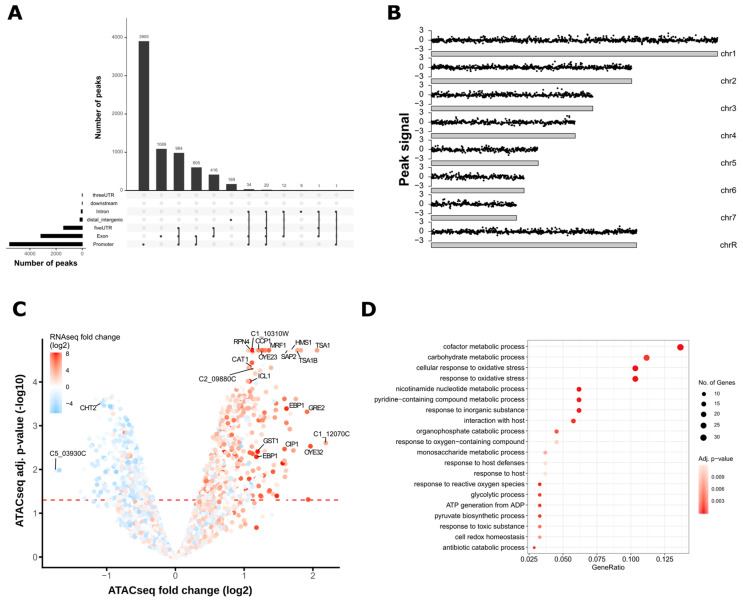
ATAC-seq nucleosome-free peak annotation and differential ATAC-seq peak analysis. (**A**) The majority of called ATAC-seq nucleosome-free peaks are within gene promoters. The vertical bars of the UpSet plot represent the number of peaks spanning one or more specific genomic regions (overlaps of genomic regions are indicated by connection lines between the black dots). For instance, the first bar indicates the number of peaks occurring exclusively in promoters, while the third bar represents peaks spanning promoter, 5′ UTR (untranslated regions) and exonic regions. The horizontal bars show the total number of peaks for each genomic annotation, independent of overlaps. (**B**) Karyoplots showing the genomic peak location on each chromosome of differential ATAC-seq nucleosome-free read signals (log2-fold change) of H_2_O_2_-treated vs. non-treated cells. The log2-fold change is depicted on the y-axis and the x-axis represents each chromosome of the *C. albicans* genome. (**C**) Increased ATAC-seq nucleosome-free peak signals correlate with increased transcript levels. Volcano plot depicting the differential peak signal analysis of nucleosome-free ATAC-seq peak signals between H_2_O_2_-treated and non-treated cells. The y-axis represents the negative log10 adjusted *p*-value (false discovery rate, FDR) and the x-axis depicts the log2 fold change between H_2_O_2_ treatment vs. no treatment. The horizontal dashed red line indicates an FDR of 0.05. Each dot represents one peak annotated to the next downstream gene, which is overlaid with a color gradient indicating the log2-fold change (H_2_O_2_ treatment vs. no treatment) from RNA-seq data. (**D**) Peaks with increased ATAC-seq nucleosome-free signals in H_2_O_2_-treated cells are upstream of genes related to the oxidative stress response. The gene ratio indicates the proportion of genes enriched in the indicated GO term relative to input genes with increased chromatin accessibility after H_2_O_2_ stress. The color scale represents the adjusted *p*-values of the GO enrichment analysis.

**Figure 4:**
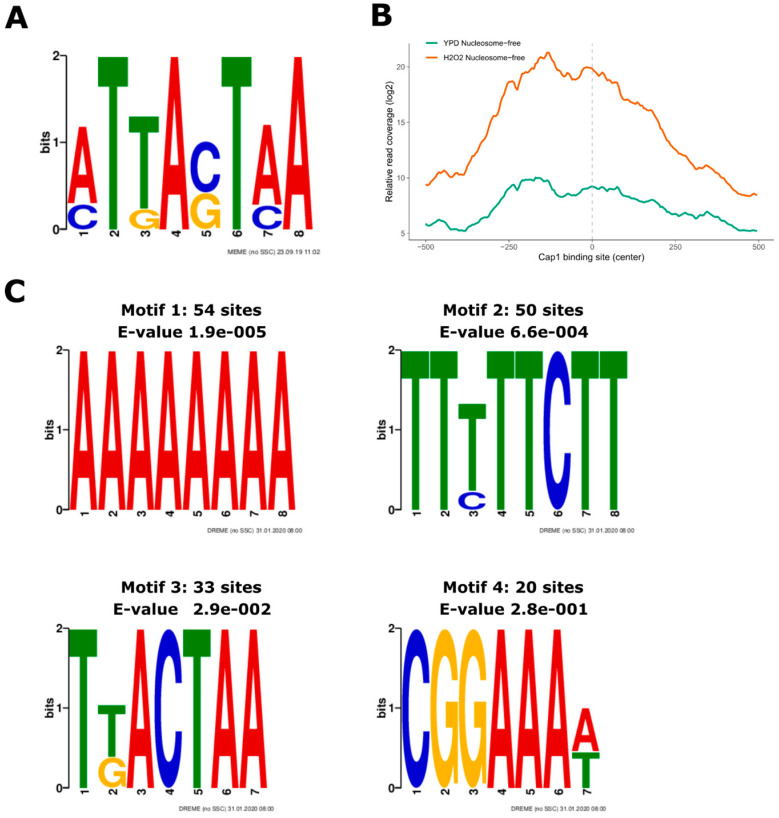
De novo motif search in oxidative stress-responsive nucleosome-free ATAC-seq peaks. (**A**) Previously identified Cap1 motif [45] used for enrichment analysis in nucleosome-free ATAC-seq peaks with increased signal in H_2_O_2_-treated cells. (**B**) Cap1 binding sites are enriched for nucleosome-free ATAC-seq fragments in response to H_2_O_2_. Published Cap1 binding sites [45] were used for enrichment analysis within nucleosome-free ATAC-seq peaks. Read coverage in H_2_O_2_-treated and untreated cells around the Cap1 binding sites is shown. (**C**) Logos of position weight matrices from de novo identified motifs occurring in nucleosome-free ATAC-seq peaks in H_2_O_2_-treated cells (see Material and Methods for details). The number of positive matches among the input sequences and the e-value from the MEME suite DREME tool are indicated above each logo. The top four logos are presented.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2309-608X/6/3/182/s1, Figure S1: Number of mapped ATAC-seq reads to each *C. albicans* chromosome. (A,B) The aligned reads from each biological replicate of the gDNA, H_2_O_2_-treated (H_2_O_2_) and non-treated (YPD) ATAC-seq libraries were merged and the number of mapped reads (x-axis) per chromosome (y-axis) was plotted (A). As comparison, the total size (in Mbp) of each C. albicans chromosome is presented as well (B). Figure S2: Analysis of genes with decreased chromatin accessibility in regions upstream their TSS. (A,B) Genomic regions from cluster 4 (see Figure 2C,D) were annotated to the next downstream gene and subjected to GO term enrichment analysis. Enriched biological processes are represented as dotplot (A) and cnet plot for the biological process “ribosome biogenesis” (B). The cnet plot depicts the genes associated with the presented GO term and the log2-fold change from RNA-seq data overlaid as color gradient. See figure legend from Figure 2E for detailed description. Figure S3: PCA of detected nucleosome-free ATAC-seq peaks. Called nucleosome-free ATAC-seq peaks from all samples were merged and subjected to PCA based on the presence or absence of ATAC-seq peaks in each replicate and condition (YPD and H_2_O_2_). Each dot in blue represents three biological replicates from YPD-grown cells (YPD) and each dot in red represents three biological replicates of H_2_O_2_-treated samples (H_2_O_2_). The x-axis shows the principal component 1 (PC1) and the y-axis the principal component 2 (PC2). Table S1: Nextera primers used for ATAC-seq library preparation, Table S2: *K*-means clustering result and transcriptional regulation of associated genes, Table S3: MACS2 peak calling and edgeR analysis result, Table S4: Merged ATAC-seq and RNA-seq result, Table S5: Peaks upstream of genes with altered chromatin accessibility upon oxidative stress without changes in gene expression.

How the deposited data were processed for this re-analysis (not part of the article)

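ATAC-seq libraries of 3 replicates of non-treated (YPD) and 3 of H_2_O_2_-treated *C. albicans* were analysed from the table of counts per peak. For this table, the authors trimmed the reads with cutadapt, aligned them with NextGenMap and removed duplicates with Picard and mitochondrial reads with BEDTools. They called peaks per library with MACS2 against the merged gDNA libraries, merged them over libraries, counted reads per merged peak with htseq-count and annotated the peaks with ChIPseeker. The deposited values are counts, without normalization. They are whole numbers, with total counts on peaks between 637483 and 1084864 per library. The full sequencing depth is not in the table. Intervals on shares cover counting error only.

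All numbers of differential peaks were computed from these counts with R 4.3.3 and edgeR 4.0.16. TMM factors, a fit with treatment and replicate number (3 levels), and the quasi-likelihood test with Benjamini-Hochberg adjustment were used for all 7532 peaks. CPM values are scaled with the TMM factors. Standard errors are the size of the log2-fold change divided by the square root of the test's F value. The PCA used log2 CPM with a prior count of 2. Libraries with the same replicate number deviated from their group means together, with correlations of 0.654, 0.375 and 0.786 for replicates 1, 2 and 3. Libraries of replicates 1 and 2 with different numbers also did (0.513 and 0.483), so replicate 3 carries most of this. The replicate block was used because of the paper's batch effect correction. No pair of libraries held identical counts.

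The test, the block, the threshold, the rule for named genes and 11 alternative settings of the test were chosen before the data were examined. These alternatives were RLE factors, library size only, edgeR's likelihood-ratio test, DESeq2 1.42.0, edgeR's filterByExpr, no replicate block, a batch term of 2 levels, FDR under 0.01 and the fit without each replicate in turn. Another 4 settings were added after the data had been seen: robust estimation of the spread, cyclic loess offsets from limma 3.58.1, these offsets with no replicate block, and DESeq2 with no replicate block. The gene of the deposited table in place of that of Table S4, and a definition of chromosome ends by the first and last 25 peaks, were also added then. filterByExpr removed no peak, so it tests nothing. Comparisons of chromatin with gDNA, including that of the unevenness of reads over peaks, were also planned and were not run, because the table has no gDNA counts. Unevenness was computed for the chromatin libraries only, over the peaks with a known width. Cap1 motifs were not counted, because no genome sequence was at hand. Without gDNA counts, fits that also hold the gDNA libraries were not run.

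The rule for named genes takes every peak assigned to a gene that the Results text names or that Figure 3C labels (22 genes), and the 5 peaks with the highest and the 5 with the lowest log2-fold change among called peaks that changed the same way in every replicate. Values in Tables S2 to S5 had been seen when the rule was written.

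Tables S2, S3 and S4 were held in part. These parts hold 33.3% of the 6012 genes of Table S2, positions of 26.5% and test results of 22.2% of the 7532 peaks of Table S3, and 28.2% of the 7077 peaks of Table S4. The part held of Table S3 has the test results with the lowest FDR, up to 0.108, and that of Table S4 has the promoter peaks with the highest log2-fold changes, so neither is a random part. Table S5 was complete. The tables were used to look up single peaks and genes, and no test of overlap or enrichment was run on them. The RNA-seq calls are the paper's.

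The tests were run on simulated data first. In counts drawn for the 7532 peaks with 200 of them changed by a factor of 2, edgeR's quasi-likelihood test with the block recovered 87% with 2 false calls. Without replicate 1 it recovered 65% with 1 false call, and the fits without replicate 2 or 3 were not simulated. The likelihood-ratio test recovered 89.5% with 9 false calls, DESeq2 51% with 0 false calls, and the fit without the block recovered 0%. These counts were drawn from a fit with the block, and each changed peak changed equally in every replicate. The block is thus right by construction there, and the false calls need not hold for the real libraries. The search for runs of 10 neighbouring peaks, against 10000 shuffles of whole genes within chromosomes, was tested on orders drawn at random. A first version of that test, on a single order, failed because a run was found where none had been planted. It was replaced by 20 orders, in which the planted run was found in 20 and a run was found without a planted run in 2, at a threshold of 5%. Positions along chromosomes and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.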

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

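The use of these fits as tests of the 6 peaks was chosen after the values had been seen, as were cyclic loess offsets, robust estimation of the spread and the comparison with *GST1*. The fits without each replicate, library size only and DESeq2 were planned. The 6 peaks are the ones among the 5 highest and the 5 lowest log2-fold changes whose genes the paper's Results text and Figure 3C do not discuss. No biological explanation beyond the treatment itself was tested. FDR values are from edgeR's quasi-likelihood test. With TMM factors and without the replicate block, none of the 6 peaks was called in that test.

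The promoter peak of *RGT1* (peak_4015, chromosome 4, 1 to 2 kb upstream) had a log2-fold change of 2.11 with FDR = 0.00256, and lies upstream of a gene that Table S5 lists as unchanged in transcription. It rose from 6.99 ± 0.761 to 30.0 ± 5.35 CPM, so the change rests on few counts. The tests argue against a change carried by 1 replicate, since the FDR without each replicate in turn was between 0.000473 and 0.0186. They also argue against the scaling between libraries, with FDR = 0.00427 for library size only and 0.00215 for cyclic loess offsets. DESeq2 gave no adjusted p for peak_4015 RGT1, and cyclic loess offsets without the replicate block gave FDR = 0.0775. A higher accessibility with H_2_O_2_ is left as a hypothesis, and the peak was called in edgeR only in fits with the replicate block.

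At *ARR3* (peak_4461, chromosome 4), the promoter peak had a log2-fold change of 1.93 (standard error 0.26, FDR = 0.000218). The log2 ratios were 2.73, 2.49 and 0.83 in replicates 1, 2 and 3, and robust estimation of the spread gave FDR = 0.0475. The FDR without each replicate in turn was between 2.87e-54 and 0.00318, which argues against a change carried by 1 replicate, and FDR = 0.00033 with library size only and 0.000673 with cyclic loess offsets argue against the scaling. The next peaks along the chromosome belong to *GST1*. The nearer (peak_4462) had a log2-fold change of 1.19 (standard error 0.25), and the farther (peak_4463) 1.56 (standard error 0.25). The value of peak_4463 is within 2 standard errors of that at *ARR3*. That of peak_4462 is lower than both, which goes against shared signal. Signal shared with the *GST1* promoter therefore cannot be told apart from a change at *ARR3* itself by these peaks. Without replicate 3 the *ARR3* value was 2.72, that of peak_4462 1.33 and that of peak_4463 2.31. Without the replicate block, cyclic loess offsets gave FDR = 0.0453 and DESeq2 FDR = 0.000204 for peak_4461 ARR3, so it was called in both.

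The promoter peak of *PHM5* (peak_5812, chromosome 7) had a log2-fold change of -1.32 (FDR = 0.000755), from 283 ± 63.2 to 112 ± 46.3 CPM. Its log2 ratios were -1.92, -1.77 and -0.41. The FDR without each replicate in turn was between 9.51e-32 and 0.013 and the higher FDR of the scaling alternatives was 0.00111, which argues against both explanations. DESeq2 gave FDR = 0.0403 and robust estimation of the spread FDR = 0.0439. Without the replicate block, peak_5812 PHM5 was called in DESeq2 (FDR = 0.00364) and not with cyclic loess offsets (FDR = 0.0821). A lower accessibility with H_2_O_2_ is left as a hypothesis.

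For the peak downstream of C1_10590W (peak_1181, chromosome 1, from 2347449 to 2347524), the log2-fold change was -1.34 with FDR = 0.00985. Its call was lost without replicate 2 (-1.23, FDR = 0.114), kept without replicates 1 and 3 (FDR = 0.0311 and 0.000156) and held under the scaling alternatives, where the higher FDR was 0.0178. Its log2 ratios were -1.59, -1.47 and -0.79 in replicates 1, 2 and 3, so the fall in replicate 2 was no larger than in replicate 1, and these values do not single out replicate 2. The distal intergenic peak assigned to C5_04030W (peak_4932, chromosome 5) had a log2-fold change of -1.69 with FDR = 0.00998. It also lost its call without replicate 2 (-1.18, FDR = 0.149), and kept it without replicates 1 and 3 (FDR = 0.0025 and 2e-09). Its log2 ratios were -1.86, -2.92 and -0.47, the lowest in replicate 2. The scaling alternatives gave FDR = 0.0171 at most. For both peaks the tests with the block argue against the scaling. DESeq2 gave no adjusted p for either peak. Cyclic loess offsets without the replicate block gave FDR = 0.139 at C1_10590W and 0.121 at C5_04030W, so neither was called there. At C5_04030W, a change carried by replicate 2 cannot be told apart from a change shared by the replicates, since the call was lost without replicate 2. Without each replicate in turn, the log2-fold change stayed at least 2.72 standard errors below 0 at C5_04030W and 2.95 at C1_10590W. These standard errors come from the F values of the same fits, so they are no second measure beside the FDR. At C1_10590W the kept calls go against replicates 1 and 3 as the carrier and the ratios against replicate 2, but the call without replicate 2 is not kept.

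The peak 1 to 2 kb upstream of *BMT4* (peak_5435, chromosome 6) had a log2-fold change of -1.38 with FDR = 0.0293, from log2 ratios of -1.18, -1.96 and -0.70. Without replicate 2 it was -1.03 with FDR = 0.302, and without replicates 1 and 3 it was called (FDR = 0.0242 and 0.000933). A change carried by replicate 2 therefore cannot be told apart from a change with H_2_O_2_. The FDR with library size only was 0.0297. TMM factors of the 6 libraries ran from 0.933 to 1.066, too close to 1 to make a log2-fold change of -1.38. That argues against a factor per library as the cause. Cyclic loess offsets, which vary with abundance, gave FDR = 0.052, just past the threshold. A scaling that varies with abundance therefore stays open. DESeq2 gave no adjusted p for peak_5435, and cyclic loess offsets without the replicate block gave FDR = 0.27.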

How the results depend on the processing

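Settings added after the data had been seen are robust estimation of the spread, cyclic loess offsets with and without the replicate block, DESeq2 without the block, and the gene of the deposited table. The numbers of called peaks (1061; 615 higher, 446 lower) stayed within 1.5 times under RLE factors, library size only, the likelihood-ratio test, the batch term of 2 levels, robust estimation of the spread and cyclic loess offsets, with 1072 to 1323 called. filterByExpr removed no peak. No called peak had the opposite sign in any setting.

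DESeq2 called 407 peaks (293 higher, 114 lower). With it, 227 promoter peaks were called higher, 168 with increased transcription (74%), and 36 peaks of Table S5. At FDR under 0.01 there were 507 peaks (347 and 160), 271 promoter peaks, 191 with increased transcription (70.5%) and 49 of Table S5, as a stricter threshold must give fewer.

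With no replicate block, edgeR called 0 peaks in total, higher, lower, in promoters, with increased transcription, of Table S5 and of cluster 1, with 936 peaks at an unadjusted p under 0.05. The common dispersion was 0.0741 without the block and 0.01 with it. In simulated data the fit without the block also made 0 calls, so a count of 0 does not show that no peak changed. DESeq2 with no replicate block called 285 peaks (202 and 83), 169 promoter peaks, 126 with increased transcription (74.6%), 27 of Table S5 and 139 of cluster 1. Cyclic loess offsets and no replicate block gave 134 peaks (106 and 28), 91 promoter peaks, 75 with increased transcription (82.4%), 8 of Table S5 and 76 of cluster 1.

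Without each replicate in turn, called peaks ranged from 320 to 1880 (higher 247 to 1107, lower 73 to 773), with the lowest without replicate 2 and the highest without replicate 3. Promoter peaks called higher ranged from 201 to 813, those with increased transcription from 148 to 470, their share from 57.8% to 73.6%, peaks of Table S5 from 29 to 100 and cluster 1 peaks from 157 to 308. The cause was not tested for the moves with DESeq2 and between replicates. DESeq2 used the same libraries as the main fit, and in the simulated counts it also called fewer peaks (102 against 176). Fewer libraries are part of each fit without a replicate, but without replicate 3 the counts rose.

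Treatments separated on the second principal component in all settings but the one without replicate 3, where the first separated them; the share of that component ranged from 22.2% to 70.3% over the fits that leave out a replicate. The median of cluster 1, the correlations between replicates and the median near chromosome ends moved by less than their spread between replicates.

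Of the 44 called named peaks, 44 were called under RLE factors, library size only, the likelihood-ratio test, the batch term of 2 levels and without replicate 3, 43 under robust estimation and under cyclic loess offsets, 31 in DESeq2, 36 without replicate 1, 28 without replicate 2 and 0 in edgeR with no replicate block. DESeq2 with no replicate block called 24 of them, and cyclic loess offsets with no replicate block 19. Among peaks not called, the sign changed for peak_4916 C5_03930C_A, from -0.21 to 0.026 without replicate 1 (-0.52 without replicate 3), and for peak_5268 OYE23, from 0.00057 to -0.0548 with library size only, -0.018 in DESeq2, -0.17 without replicate 2 and -0.018 without replicate 3 (0.22 without replicate 1). The moves that changed the sign are smaller than the standard errors of 0.25 and 0.26. DESeq2 gave no adjusted p for 585 of the 7532 peaks with the replicate block and for 2775 without it, so the counts of calls in DESeq2 without the block leave these peaks out.

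The unevenness of reads over peaks (SD over mean of reads per kb, peaks with a known width) was 0.445, 0.416 and 0.443 in YPD replicates 1, 2 and 3, and 0.433, 0.454 and 0.342 in H_2_O_2_. Over the 775 of these peaks of at least 200 bp it was 0.46, 0.441 and 0.357 in YPD, and 0.409, 0.431 and 0.294 in H_2_O_2_. With reads per peak in place of reads per kb it was 1.3, 1.27 and 1.05, and 1.6, 1.63 and 1.2. So H_2_O_2_ was above YPD in each pair by reads per peak, only in replicate 2 by reads per kb, and in no pair over the peaks of at least 200 bp.

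The fits that include gDNA libraries, the comparisons of unevenness and of peaks with gDNA, and the Cap1 motif counts were not run.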

Differences from the paper's values

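None of the following counts and shares differed from the paper's by more than 1.5 times. The paper's 1092 called peaks compare with 1061, its 468 promoter peaks with increased signal with 459, its 298 with increased transcription with 292, its share of more than 60% with 63.6%, its almost 90 genes of Table S5 with 86, and its 5284 promoter peaks with 5414 in the deposited annotation. At all named peaks in the part of Table S3 that was held, the log2-fold changes were those of the paper.

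Robust estimation of the spread in edgeR gave 1092, 468 and 298. It was chosen after seeing the values, and it drops 0 of the paper's called peaks in the part of Table S3 that was held (the 1673 peaks with the lowest FDR), where log2-fold changes and FDR values were the same as the paper's. It lacks 17 of the 1061 peaks called here, and 1044 of the 1061 were also called in it. The paper's methods do not name this setting. The test used here misses 48 of the paper's called peaks. The likelihood-ratio test, set before the data were examined, calls all 48 of them, but 1323 peaks in total. RLE factors call 27 of them, library size only 31, the batch term of 2 levels 38, and cyclic loess offsets 20. The fits without replicates 1, 2 and 3 call 4, 1 and 38 of them.

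Figure 3C labels *HMS1* among the peaks with increased signal. Table S4 assigns a peak to it that the deposited table assigns to *RMT2* (peak_4600, log2-fold change 1.68). The peak assigned to *HMS1* in the deposited table (peak_4599) had a log2-fold change of 1.08 with FDR = 0.0305, and lost its call without replicate 1 (FDR = 0.102) and without replicate 2 (FDR = 0.244), but not without replicate 3 (FDR = 0.000167). Figure 3C also labels *SAP2* among the peaks with increased signal, and its promoter peaks in the deposited table (peak_7011 and peak_7012) had log2-fold changes of -0.22 and -0.28 and were not called.

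The paper places C2_09880C among the top 20 genes with increased accessibility and does not say by which value. Among the 487 genes with a peak called higher here, it ranked 76 by the highest log2-fold change and 26 by the lowest p, and among the 416 genes with such a promoter peak 60 and 25. With robust estimation of the spread, chosen after seeing the values, it ranked 19 by p in both lists, and 74 and 58 by log2-fold change. Within the peaks of Table S5 its peak (peak_2681) ranked 8 by log2-fold change and 2 by FDR among 101.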

Other observations

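Tests chosen only after the result was seen are those of the abundance trend, of lower signal over background in replicate 3, of peaks called in the same library, of the trends at exonic peaks in replicate 3, of the segment loss and gain, and of the ribosomal protein genes. Cyclic loess offsets, DESeq2 without the block and the definition of chromosome ends by peak number were also added then.

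Only 1 of the 10 splits of the libraries into 3 and 3, the real one, called as many peaks with the replicate block, and the other 9 called 0 in edgeR. With the block, only the 4 splits that part all 3 same-numbered pairs can be compared, since each of the others parts 1 pair. Of these 4, the real one called 1061 and the others 0. A share of 1 in 4 is the lowest this comparison can give, so chance cannot be excluded by this count. Without the block, the real split called 0 in edgeR (936 at an unadjusted p under 0.05, and 285 called in DESeq2) and the split of both libraries of replicate 1 and H_2_O_2_ replicate 2 from the rest called 630, with replicate 3 wholly on the other side.

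Replicate 3 fell relative to replicates 1 and 2 as abundance rose, with Spearman's rho across peaks of -0.482 in YPD and -0.57 in H_2_O_2_. These values are consistent with a lower signal over background in the replicate 3 libraries. The 100 peaks with the most counts held 12.7%, 12.0% and 9.95% of the counts in YPD replicates 1, 2 and 3, and 14.9%, 14.9% and 10.9% in H_2_O_2_, lowest in replicate 3. By reads per kb, over the peaks with a known width, unevenness was lowest in replicate 3 in H_2_O_2_ (0.342, against 0.433 and 0.454) but not in YPD (0.443, against 0.445 and 0.416). Over peaks of at least 200 bp it was lowest in replicate 3 in YPD too (0.357, against 0.46 and 0.441). By reads per peak, replicate 3 was also lowest in YPD (1.05, against 1.3 and 1.27). An abundance-dependent scale difference is not the whole cause of the lack of calls without the replicate block, since cyclic loess offsets without the block called 134 peaks against 1072 with it.

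Replicate 3 also differed by place. The 400 peaks at the first and last 25 positions of each chromosome lay above replicates 1 and 2 by a median of 1.14 in YPD and 1.01 in H_2_O_2_, against -0.083 and -0.00092 elsewhere. Exonic peaks made up 42.5% of the peaks near the ends and 13.2% elsewhere. A higher share of exons is not enough to account for the ends, since promoter peaks near the ends had medians of 0.51 and 0.23, against -0.20 and -0.11 for promoter peaks elsewhere. After removal of the abundance trend, exonic peaks still lay higher by 1.2 and 0.98. After removal of the trend with counts per kb, for the peaks with a known width, they lay higher by 1.39 and 1.16. Abundance and signal over background are therefore not the whole cause. Most exonic peaks with a width were called by the authors in 1 library (163 of 224), and of 1518 promoter peaks 198 were. Exonic peaks called in all 6 libraries had medians of 0.040 and -0.12, against -0.38 and -0.36 for promoter peaks, but there were only 9 of them. Among peaks called in 1 library, exonic peaks had medians of 1.36 and 1.21, and promoter peaks 0.24 and 0.35, but these come from different libraries. Among peaks called only in the library that held most of the exonic ones, 102 exonic peaks had medians of 1.52 and 1.25, and 31 promoter peaks had 1.40 and 1.1. Exonic peaks lay above promoter peaks in each group called in the same libraries with at least 5 of both. Peaks that entered the list from the libraries of 1 replicate cannot be told apart from a difference at exons, because promoter peaks from the same library shared most of it and the other groups are small. Replicates 1 and 2 differed less, by -0.30 and -0.25 at exons. A difference in digestion or in naked DNA between replicates was not tested, since that needs the gDNA counts, which are not analysed here.

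The log2-fold change rose with abundance. Its median went from -0.10 in the tenth of peaks with the lowest abundance to 0.08 in the highest, where 24.4% of peaks were called higher, against 3.98%. The share called lower also rose, from 3.32% to 9.81%. The share of counts in the 100 peaks with the most counts was higher with H_2_O_2_ in each pair (14.9%, 14.9% and 10.9%, against 12.7%, 12.0% and 9.95%), which goes with a higher signal over background in these libraries, but unevenness by reads per kb was higher only in replicate 2 (0.454 against 0.416). After cyclic loess offsets the rank correlation with abundance fell from 0.165 to 0.0162, and 954 of the 1061 calls held with the same sign. A higher signal over background in the H_2_O_2_ libraries is therefore not the whole cause of the calls.

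Neighbouring peaks changed together. Neighbours assigned to different genes had a Spearman correlation of 0.244, above the -0.046 to 0.049 of 1000 shuffles. A single region split into several peaks is not excluded by this, since the assigned gene does not mark where a region ends. For peaks of different genes 5 positions apart the correlation was 0.118, against -0.032 to 0.045 in shuffles. That argues against a split between direct neighbours as the whole cause. Local technical variation between libraries cannot be told apart from a change shared by neighbours. Among direct neighbours of different genes the correlation was 0.0275 between YPD replicates 1 and 2. It was 0.173 between YPD replicates 1 and 3 and 0.122 between H_2_O_2_ replicates 1 and 2. That of H_2_O_2_ over YPD was 0.236, 0.207 and 0.134 in replicates 1, 2 and 3.

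The lowest median over 10 neighbouring peaks lay on chromosome 5, from peak_4914 to peak_4923 (C5_03900W to C5_03950W), with -0.85 and 6 of the 10 peaks called lower. Its replicate medians were -1.24, -0.88 and -0.35. As low a median occurred in 65 of 10000 shuffles, which argues against a chance run among peaks of the same gene. Loss of the segment as the whole cause is argued against by unequal changes within the run, from -1.74 to -0.21 (Cochran's test, p = 0.000224, n = 10 peaks). A loss on top of changes at single peaks was not tested. The highest median, 0.99 on chromosome 1 from peak_885 to peak_894, is within what shuffles gave (793 of 10000), and unequal changes there argue against gain of the segment as the whole cause (Cochran's test, p = 1.35e-08, n = 10 peaks). Both runs were picked as the most extreme, and the search found runs in 2 of 20 simulated orders without one.

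Fewer peaks were called near chromosome ends. The median log2-fold change of the 400 peaks near the ends was -0.13, against -0.04 elsewhere, and 0% of 10000 random sets had as low a median. The difference of -0.09 is smaller than its SD over replicates (0.13), with 0.0078, -0.0068 and -0.23 in replicates 1, 2 and 3, so it rests on replicate 3. Of these peaks, 16 were called, against medians of 55 in 10000 random sets matched on abundance and 59 in sets matched on abundance and region. As few called peaks occurred in 0 of the 10000 sets in both cases, where the lowest counts were 33 and 35. All these random sets hold scattered peaks, while peaks near the ends are neighbours, which change together. Their spread is therefore too narrow, and sets of neighbouring peaks were not drawn. The distance of 16 from the medians of 55 and 59 argues against lower counts near the ends as the cause. It also argues against more exonic peaks there, within this limit. Whether the difference of replicate 3 at these places affects the number of calls was not tested, and a smaller response to H_2_O_2_ there was not tested either.

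Genes of ribosome biogenesis and of ribosomal proteins were picked by gene name, not by GO term or from the paper's cluster 4. These sets are therefore no check of the paper's categories. Promoter peaks of the ribosome biogenesis genes (36 peaks of 33 genes) had a lower median log2-fold change than all promoter peaks. They differed by -0.108, at percentile 2.77 of 10000 random sets. The difference was -0.09, -0.18 and -0.05 in replicates 1, 2 and 3 and had the same sign in all settings, from -0.19 without replicate 1 to -0.07 with cyclic loess offsets, which is consistent with a small fall of accessibility at these promoters with H_2_O_2_. Only 24 of the 36 peaks had a log2-fold change below 0, and 0 were called lower in edgeR's quasi-likelihood test (6 at an unadjusted p under 0.05). DESeq2 called 0 of them lower, the likelihood-ratio test 1, and the fit without replicate 3 called 4. Ribosomal protein genes (72 peaks of 59 genes) differed from all promoter peaks by 0.0387, with 0.05, 0.09 and -0.07 per replicate, and the sign changed without replicate 2 (-0.00611) and with cyclic loess offsets (-0.00464), so a fall at these promoters cannot be told apart from no change. Their promoter peaks lay at percentile 83.0 of 10000 random sets, which goes against a fall. In edgeR's quasi-likelihood test 3 of them were called higher and 0 lower, with 3 lower at an unadjusted p under 0.05. Their own median of 0.029 was below 0 with library size only (-0.029), without replicate 2 (-0.0041) and with cyclic loess offsets, with the block (-0.0097) and without it (-0.0078).

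Tables S4 and the deposited table name different genes for 104 of the peaks held. Among the 468 promoter peaks with increased signal in Table S4, 22 have another gene. Of these, 12 have increased transcription under the gene of Table S4. For 6 of the 12 the RNA-seq value of the gene of the deposited table is in the parts held, and it shows decreased or unchanged transcription. The others could not be checked. In the other direction, for 2 of the 22 peaks the gene of the deposited table has increased transcription and the gene of Table S4 does not. In Table S5, 8 of 175 peaks have another gene.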
